# Lactate metabolism is essential in early-onset mitochondrial myopathy

**DOI:** 10.1126/sciadv.add3216

**Published:** 2023-01-04

**Authors:** Zhenkang Chen, Bogdan Bordieanu, Rushendhiran Kesavan, Nicholas P. Lesner, Siva Sai Krishna Venigalla, Spencer D. Shelton, Ralph J. DeBerardinis, Prashant Mishra

## Abstract

Myopathies secondary to mitochondrial electron transport chain (ETC) dysfunction can result in devastating disease. While the consequences of ETC defects have been extensively studied in culture, little in vivo data are available. Using a mouse model of severe, early-onset mitochondrial myopathy, we characterized the proteomic, transcriptomic, and metabolic characteristics of disease progression. Unexpectedly, ETC dysfunction in muscle results in reduced expression of glycolytic enzymes in our animal model and patient muscle biopsies. The decrease in glycolysis was mediated by loss of constitutive Hif1α signaling, down-regulation of the purine nucleotide cycle enzyme AMPD1, and activation of AMPK. In vivo isotope tracing experiments indicated that myopathic muscle relies on lactate import to supply central carbon metabolites. Inhibition of lactate import reduced steady-state levels of tricarboxylic acid cycle intermediates and compromised the life span of myopathic mice. These data indicate an unexpected mode of metabolic reprogramming in severe mitochondrial myopathy that regulates disease progression.

## INTRODUCTION

Genetic defects targeting the mitochondrial electron transport chain (ETC) are prevalent in the human population at an estimated incidence of greater than ~1:5000 and cause substantial morbidity and mortality (*1*, *2*). The clinical spectrum of mitochondrial disease is heterogeneous; however, most patients exhibit neuromuscular involvement, often with myopathic phenotypes as presenting symptoms (*3*, *4*). Although some nutrient supplements have shown promise in preclinical and initial clinical studies (*5*, *6*), there are currently no U.S. Food and Drug Administration (FDA)–approved therapies for mitochondrial myopathy (MM).

A major limitation to the study of MM is a paucity of informative animal models, which recapitulate the human phenotype. The “Deletor” mouse model, which makes use of a dominant *TWINKLE* mutation to initiate mitochondrial genome (mtDNA) deletions, has proved a useful model of adult, late-onset MM (*7*–*10*). Alternatively, conditional deletion of the complex IV assembly factors *Cox10* or *Cox15* in skeletal muscle results in a progressive myopathy and death at 6 to 9 months of age (*11*, *12*). Phenotypes in the commonly used *Ndufs4* knockout model of Leigh syndrome are driven by neuronal loss of complex I, and these mutant animals do not exhibit a muscular phenotype (*13*, *14*). Thus, there are limited animal models with severe, infantile forms of MM and few case-control human studies, resulting in the underlying disease physiology being largely unstudied. In vitro, severe mitochondrial ETC dysfunction can be modeled through multiple approaches, including the generation of mtDNA-deleted (rho0) cells, the presence of nuclear or mtDNA loss-of-function mutations, or drugs targeting the ETC. Almost universally, ETC dysfunctional cell lines up-regulate glycolytic flux, accompanied by increased secretion of lactate, and these cells are dependent on glucose for survival and maintenance of adenosine triphosphate (ATP) levels (*15*–*18*).

Here, we characterize the in vivo response to early-onset MM, making use of mice in which the mitochondrial dynamics genes *Mitofusin 1* (*Mfn1*) and *Mitofusin 2* (*Mfn2*) have been conditionally deleted in fast-twitch skeletal muscle (*19*). These mice exhibit biochemical, histological, phenotypic, and survival deficits characteristic of early-onset human MM and exhibit substantial metabolic alterations and energetic stress. Surprisingly and in contrast to in vitro models, we observed decreased expression and abundance of glycolytic enzymes and decreased glycolytic activity in affected muscle. A retrospective analysis of case-control studies in early-onset human MM revealed similar and highly correlative findings in which glycolytic enzymes were suppressed. Decreases in glycolytic enzymes are driven by loss of constitutive Hif1α signaling in affected muscle and result in extracellular lactate serving as a major carbon source. As a result, these severe MM mice are dependent on lactate import and utilization for survival. Our findings therefore indicate the mechanism underlying the loss of glycolytic enzymes in early-onset MM, which results in an unexpected nutrient dependency on lactate.

## RESULTS

### Glycolytic enzymes are reduced in a mouse model of severe MM

We characterized the in vivo response to early-onset MM, making use of mice in which the mitochondrial dynamics genes *Mfn1* and *Mfn2* have been conditionally deleted in fast-twitch skeletal muscle (*19*). Mitochondrial fusion is required for maintenance of the mitochondrial genome, and genetic co-deletion of *Mfn1* and *Mfn2* results in severe reduction in mtDNA quantity and quality in both cultured cells and muscle tissue (*19*, *20*). As previously reported (*19*), conditional deletion of *Mfn1* and *Mfn2* in fast-twitch muscle fibers using the Myl1-Cre driver (hereafter referred to as *mfn1,2*) (*21*) resulted in decreased mtDNA copy number and the appearance of mtDNA deletions detected by long-range polymerase chain reaction (PCR) (Fig. 1, A and B). Isolated mitochondria from the tibialis anterior (TA) muscle [composed of >98% fast-twitch muscle fibers (*22*)] exhibited significant reductions in oxygen consumption rates and the respiratory control ratio (Fig. 1, C and D). Correspondingly, TA muscle tissue from *mfn1,2* mice exhibited significant reductive stress, indicated by reductions in the NAD^+^ (nicotinamide adenine dinucleotide)/NADH (reduced form of NAD^+^) and NADP^+^ (nicotinamide adenine dinucleotide phosphate)/NADPH (reduced form of NADP^+^) ratios (Fig. 1E). Consistent with previous results, mutant mice had a shortened life span of less than 10 weeks (Fig. 2A), and affected muscles displayed histological defects including an increase in COX^−^SDH^+^ (cytochrome c oxidase negative, succinate dehydrogenase positive) myofibers, decreased myofiber size, and evidence of mitochondrial proliferation (Fig. 2, B to D). There were no notable changes in myofiber type (Fig. 2, E and F). Motor function analysis revealed significant deficits in grip strength, as well as ex vivo force generation (Fig. 2, G to I). Thus, *mfn1,2* animals exhibit biochemical, histological, functional, and survival deficits consistent with a severe early-onset MM.

**Fig. 1.**
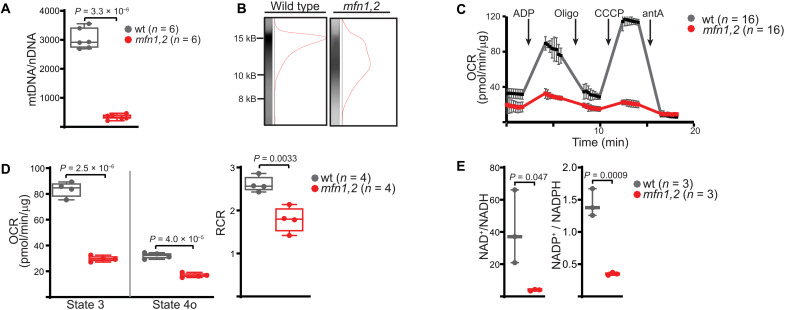
Deletion of *mfn1* and *mfn2* in fast-twitch skeletal muscle results in mitochondrial DNA depletion and respiratory defects. (**A**) Mitochondrial genome (mtDNA) content, normalized to nuclear genome content (nDNA) in TA muscle of the indicated genotype, measured by qPCR. (**B**) Representative long-range PCR results from the mitochondrial genome of TA muscle of the indicated genotype. In wt muscle, we observe a band of approximately 15 kilobases (kB). In *mfn1,2* muscle, we observe a smear of lower molecular weight (MW), consistent with amplification of multiple genomes. MW markers are indicated in kB. (**C**) Representative oxygen consumption rates (OCRs) from isolated mitochondria of TA muscles of the indicated genotype. The following compounds were injected at the indicated times: ADP, adenosine diphosphate; Oligo, oligomycin; CCCP, carbonyl cyanide 3-chlorophenylhydrazone; antA, antimycin A. Technical replicates from multiple wells are plotted. (**D**) Relative state 3 (ADP-stimulated) and state 4o (oligomycin inhibited) OCRs in isolated mitochondria from TA muscles of the indicated genotype. The respiratory control ratio (RCR) is indicated. (**E**) Redox metabolite ratios from TA muscles of wt and *mfn1,2* animals are presented. Box and whisker plots were plotted using the Tukey method. All data represent independent measurements from biological replicates, unless otherwise indicated. *P* values were calculated by two-tailed *t* test (A, D, and E), with adjustments for multiple comparisons.

**Fig. 2.**
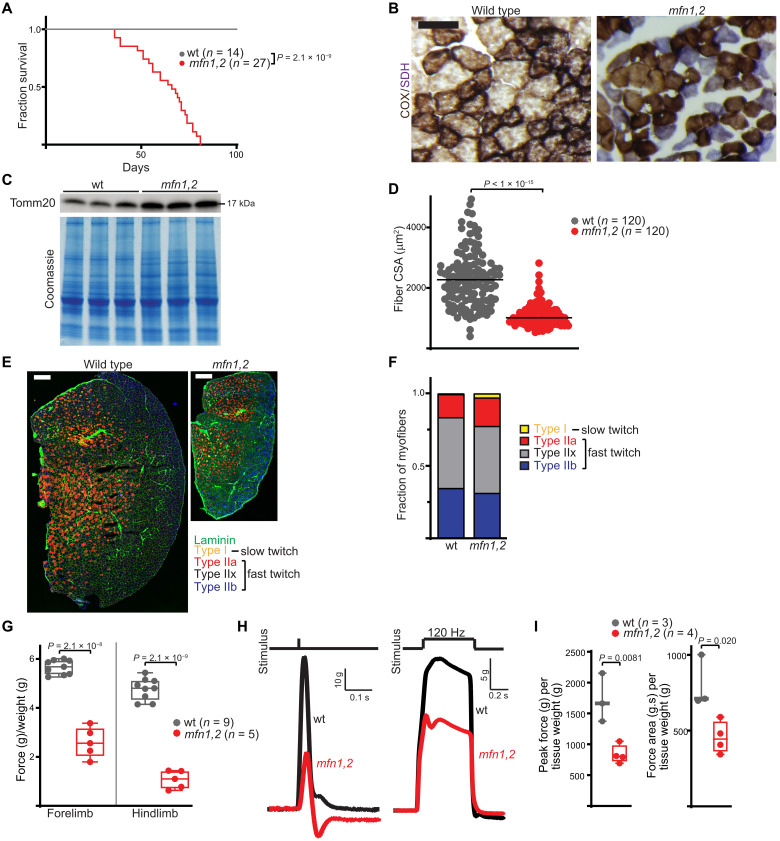
Deletion of *mfn1* and *mfn2* in fast-twitch skeletal muscle results in early-onset mitochondrial myopathy. (**A**) Fractional survival over age for animals of the indicated genotype. (**B**) Representative TA muscle cross sections from wt and *mfn1,2* animals, stained for COX activity (brown) and SDH activity (purple). Scale bar, 150 μm. (**C**) Western blot for Tomm20 (a mitochondrial outer membrane protein) from wt and *mfn1,2* TA muscle. A Coomassie-stained blot is shown as a loading control. MW markers are indicated in kDa. (**D**) Myofiber cross-sectional area (CSA) from TA muscles of the indicated genotype. (**E**) Representative immunofluorescent images of TA muscle cross-sections, stained for myofiber boundaries (laminin, green), and individual fiber types (types I, IIa, IIx, and IIb; colors indicated). Scale bars, 300 μm. (**F**) Quantitation of myofiber types as a fraction of total myofibers in wt and *mfn1,2* TA muscles. (**G**) Forelimb and hindlimb grip strength measured in wt and *mfn1,2* animals. (**H**) Representative traces of twitch (single stimulus) and tetanic (120 Hz stimulus) muscle force generated from in situ electrical stimulation of TA muscle. (**I**) Peak force and force area from tetanic stimulation of wt and *mfn1,2* muscle, normalized to tissue weight. Box and whisker plots were plotted using the Tukey method. All data represent independent measurements from biological replicates, unless otherwise indicated. *P* values were calculated by two-tailed *t* test (G and I), Mantel-Cox test (A), and Mann-Whitney test (D) with adjustments for multiple comparisons.

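Total RNA from tibialis anterior (TA) muscle, a hindlimb muscle of mostly fast-twitch fibers, was sequenced from 14 wt and 14 *mfn1,2* mice, with 1 library per mouse. *Mfn1* and *Mfn2*, which encode the mitofusins of the mitochondrial outer membrane, were lower in *mfn1,2* muscle relative to the other genes. *Mfn1* was at 53.0 ± 12.5 (SD, *n* = 14) in wt and 12.9 ± 3.17 (SD, *n* = 14) in *mfn1,2* muscle, a log2 fold change of −2.04 (standard error 0.13, adjusted *P* = 1.62e-14 from limma). The *mfn1,2* libraries ranged from 8.15 to 18.6, and the wt libraries from 35.8 to 78.8. *Mfn2* was at 48.0 ± 4.64 (SD, *n* = 14) in wt and 30.6 ± 5.03 (SD, *n* = 14) in *mfn1,2* muscle, a log2 fold change of −0.66 (standard error 0.073, adjusted *P* = 4.59e-09 from limma), with *mfn1,2* libraries between 24.1 and 42.9 and wt libraries between 39.7 and 57.1. For each of the 2 genes, the difference between genotypes reached the smallest *P* that the 2-sided permutation test with 100000 resamples can give, 1e-05. In the values as deposited, the log2 fold change was −1.40 for *Mfn1* (adjusted *P* = 3.32e-12 from limma) and −0.019 for *Mfn2* (adjusted *P* = 0.886), and *Mfn2* turned to 0.40 (adjusted *P* = 0.00911) when scaled to the same total and to 0.18 (adjusted *P* = 0.423) when scaled to *Actb*. By the methods, *mfn1,2* mice carry a deleted and a floxed allele of each gene, the floxed one deleted by *Myl1*-Cre in fast-twitch fibers, and wt mice a wild-type and a floxed allele, so other cells of the muscle also differ in 1 allele of each gene.

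The sample labels give 4 mice per genotype at each of 4, 6 and 8 weeks of age and 2 per genotype at 10 weeks. The columns of values are named by genotype and a running number, so age was not used here and the 14 libraries of a genotype were taken as replicates. The authors aligned the reads to the mouse genome, counted them per gene and normalized them with DESeq2, as described in the methods and the submitters' processing notes. The values are not whole numbers and fall with gene length, so read numbers and sequencing depth are unknown and no counting interval is given. The values of a library sum to 426029 to 564123 in wt (median 524030) and to 326643 to 419290 in *mfn1,2* muscle (median 389133). Mitochondrially encoded RNA took 49.4% to 71.3% of the sum in wt and 24.9% to 35.5% in *mfn1,2* libraries, mostly the ribosomal RNAs *mt-Rnr1* and *mt-Rnr2*. Each library was divided by the median of its ratios to the geometric mean over the 11693 genes above 0 in all libraries, and genotypes were compared with limma on log2(value + 0.1) for the 10819 genes with a mean of at least 0.5. All fold changes are on this scale, which understates the change of genes with low values.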

To understand the in vivo adaptations in the *mfn1,2* mouse model, we first profiled TA muscle from age-matched wild-type (wt) and affected littermates, using a combination of transcriptomics and proteomics. Unsupervised hierarchical clustering of normalized RNA-sequencing (RNA-seq) values separated wt and *mfn1,2* samples (fig. S1A), and differential expression analysis revealed a large number of altered genes (adjusted *P* < 0.01; |log_2_(fold change)| > 1), including 849 up-regulated and 877 down-regulated genes (fig. S1B and table S1). Similarly, unsupervised hierarchical clustering distinguished the proteomes of wt and *mfn1,2* muscle (fig. S1C); here, there was a substantial enrichment of up-regulated (1340) proteins, as compared with down-regulated (123) proteins (fig. S1D and table S1). Thus, *mfn1,2* muscle exhibits substantial transcriptome and proteome alterations from wt muscle. 

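In these libraries, 651 genes were higher and 554 lower in *mfn1,2* muscle at a Bonferroni-adjusted *P* under 0.01 from limma and an absolute log2 fold change over 1. All *mfn1,2* libraries lay above every wt library for 448 of the higher genes and below every wt library for 350 of the lower genes. Chance gives such a separation, in either direction, for a share of 4.99e-08 of all genes. The genes counted here were already picked for their difference, so that share is not a test of them. The 10 largest rises among genes with a mean of at least 5 and no overlap between genotypes were those of *Trib3*, *Dlg2*, *Cdsn*, *Adig*, *Reep6*, *Asns*, *Nacad*, *Tenm4*, *Mthfd2* and *Ddit3*, with log2 fold changes from 5.27 to 7.27. These folds and their order depend on the pseudocount, since the wt means of *Trib3*, *Cdsn*, *Adig* and *Nacad* lie near or below it, and *Cdsn* and *Adig* are each listed at 0 in 12 of 14 wt libraries. Among the 10, the largest was that of *Dlg2* with a pseudocount of 1 (5.14) and that of *Cdsn* with 0.01 (10.02). *Trib3*, a pseudokinase induced by the stress transcription factor ATF4, was at 0.108 ± 0.0821 (SD, *n* = 14) in wt and 30.1 ± 6.76 (SD, *n* = 14) in *mfn1,2* muscle, a log2 fold change of 7.27 (standard error 0.18, adjusted *P* = 1.81e-24 from limma). *Dlg2*, a membrane scaffold known from synapses, rose from 0.172 ± 0.0561 to 42.4 ± 12.3 (SD, *n* = 14 each). The 10 largest falls were those of *Ighm*, *Car3*, *Cib2*, *Mettl21c*, *Actn3*, *Slc16a3*, *Kcnc4*, *Mylk4*, *Tspan8* and *Pvalb*, with log2 fold changes from −6.33 to −3.96. *Ighm*, the immunoglobulin heavy chain gene of B lymphocytes, was at 16.3 ± 11.6 (SD, *n* = 14) in wt and 0.0538 ± 0.067 (SD, *n* = 14) in *mfn1,2* muscle, with a fold that also depends on the pseudocount (−3.62 with 1 and −8.43 with 0.01). *Car3*, carbonic anhydrase III, known from slow-twitch fibers and adipocytes, was at 526 ± 117 (SD, *n* = 14) in wt and 9.53 ± 6.07 (SD, *n* = 14) in *mfn1,2* muscle, a log2 fold change of −6.00 (standard error 0.24, adjusted *P* = 2.89e-19 from limma). The falls include abundant genes of fast-twitch fibers. *Actn3*, the fast-fiber alpha-actinin, fell from 855 ± 171 to 51.7 ± 56.2, and *Pvalb*, a calcium buffer of fast fibers, from 1504 ± 470.1 to 138 ± 141 (SD, *n* = 14 each). Average-linkage clustering on 1 minus the Pearson correlation placed all 28 libraries with their genotype in the top 2 clusters, and the first principal component held 53.0% of the variance. Within wt, 4 libraries formed a cluster of their own. Of markers of other cell types, listed before the data were examined, 7 of 12 fibroblast, 7 of 10 endothelial and 9 of 10 macrophage genes fell, the same numbers as adjusted over the list alone. None of their members fell in the values as deposited, scaled to the same total or scaled to *Actb*, where 3, 5 and 3 endothelial genes rose. *Actb* itself was lower in *mfn1,2* muscle, with a log2 fold change of −0.83 (adjusted *P* = 6.75e-05 from limma). Its median was 122 in the 4 wt libraries that cluster apart and 59.5 in the other wt libraries. Scaling to *Actb* thus raises other genes in *mfn1,2* muscle and can hide a fall shared with it.

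The share of higher genes depends on how the libraries are scaled. The values as deposited gave 2500 higher and 201 lower genes, with a median log2 fold change over all tested genes of 0.64 in place of 0.026. Scaling to the same total gave 5107 and 110 (median 1.04), scaling to *Actb* 2452 and 151 (median 0.83), and scaling to the upper quartile 575 and 636 (median −0.041). From the clustering and the altered genes, together with its proteomics, the paper concludes that *mfn1,2* muscle differs substantially from wt in transcriptome and proteome.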

We focused on high-confidence (adjusted *P* < 0.01) genes that were similarly regulated (|log_2_(fold change)| > 1) in both our RNA-seq and proteomic datasets (Fig. 3A). 

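Genes of protein synthesis and of several mitochondrial pathways were higher in *mfn1,2* muscle. Of 79 genes of cytosolic ribosomal proteins, 76 rose and 1 fell (adjusted *P* = 1.40e-21 from camera; adjusted *P* = 0.0564 with an estimated correlation). *Rps24* rose from 34.2 ± 13.4 to 136 ± 27.6 (SD, *n* = 14 each), and the gene that fell was *Rpl3l*, a muscle paralog of *Rpl3*, with a log2 fold change of −0.44 that turned to 0.20 in the values as deposited, 0.62 when scaled to the same total and 0.40 when scaled to *Actb*. Of 19 cytosolic aminoacyl-tRNA synthetases, 16 rose and 0 fell (adjusted *P* = 1.13e-10 from camera; adjusted *P* = 0.0182 with an estimated correlation). The glycyl-tRNA synthetase *Gars* was at 13.8 ± 1.12 (SD, *n* = 14) in wt and 83.5 ± 9.04 (SD, *n* = 14) in *mfn1,2* muscle, a log2 fold change of 2.58 (standard error 0.059, adjusted *P* = 2.20e-25 from limma). Of 76 genes of mitochondrial ribosomal proteins, 43 rose and 4 fell (adjusted *P* = 1.58e-04 from camera, and 0.0109 over the genes with a mean of at least 5; adjusted *P* = 0.321 with an estimated correlation), with 44 and 5 adjusted over the list alone. By scaling, 71 rose and 0 fell as deposited, 76 and 0 at the same total, and 71 and 0 scaled to *Actb*. Of 16 mitochondrial chaperones and proteases, 13 rose and 1 fell (adjusted *P* = 2.56e-05 from camera; adjusted *P* = 0.144 with an estimated correlation). Among them, the mitochondrial Hsp70 *Hspa9* rose from 180.5 ± 41.5 to 833 ± 108 and the protease *Lonp1* from 19.3 ± 5.17 to 81.9 ± 14.9 (SD, *n* = 14 each). Of 21 genes of fatty acid oxidation, 19 rose and 0 fell (adjusted *P* = 7.44e-07 from camera; adjusted *P* = 0.209 with an estimated correlation), including the fatty acid binding protein *Fabp3*, from 185 ± 59.9 to 561 ± 270.2 (SD, *n* = 14 each). Nuclear-encoded subunits of the respiratory chain went both ways. For complex I, 4 of 36 rose and 10 fell (adjusted *P* = 0.413 from camera), against 26 and 0 in the values as deposited, 35 and 0 when scaled to the same total and 24 and 0 when scaled to *Actb*. For complexes II to V, 8 of 37 rose and 5 fell (adjusted *P* = 0.785 from camera), against 30 and 0 in the values as deposited, 36 and 0 when scaled to the same total and 32 and 0 when scaled to *Actb*. Of 18 genes of the tricarboxylic acid cycle, 6 rose and 4 fell (adjusted *P* = 0.728 from camera), against 14 and 0 in the values as deposited, 17 and 0 when scaled to the same total and 14 and 0 when scaled to *Actb*. Camera compares a list with all other tested genes, here with a preset correlation of 0.01 between genes. Adjusted over the list alone, the other counts were the same except for complex I (2 and 8) and complexes II to V (5 and 5). These lists stand in for the gene ontology and MitoCarta sets, which were not used here, and the proteome was not analysed here.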

Consistent with the accumulation of mitochondria in *mfn1,2* muscles (Fig. 2, B and C), gene ontology analysis of up-regulated genes indicated enrichment for biological processes related to translation and oxidation reduction, including a notable enrichment of mitochondrial genes (based on MitoCarta 3.0 classification) (Fig. 3A). We noted that mtDNA-encoded genes exhibited depletion as early as 4 weeks of age (fig. S1E), consistent with the deficits in mitochondrial genome content in *mfn1,2* muscle (Fig. 1, A and B). In addition, the integrated mitochondrial stress response gene set was highly up-regulated in *mfn1,2* muscle at all ages, similar to adult-onset models of MM (fig. S1F) (*8*).

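All 10 genes of the mitochondrial integrated stress response shown in fig. S1F rose in *mfn1,2* muscle, and every *mfn1,2* library lay above every wt library for each of them (adjusted *P* = 1.46e-11 from camera; adjusted *P* = 7.92e-05 with an estimated correlation). The list was taken from the study's own figure on these animals, so its direction is not independent evidence. *Mthfd2*, a mitochondrial enzyme of folate metabolism, was at 2.25 ± 0.691 (SD, *n* = 14) in wt and 87.5 ± 5.96 (SD, *n* = 14) in *mfn1,2* muscle, a log2 fold change of 5.28 (standard error 0.12, adjusted *P* = 9.17e-26 from limma). *Asns*, the asparagine synthetase, was at 0.457 ± 0.297 (SD, *n* = 14) in wt and 29.4 ± 2.68 (SD, *n* = 14) in *mfn1,2* muscle, a log2 fold change of 6.01 (standard error 0.27, adjusted *P* = 8.53e-18 from limma). *Ddit3*, which encodes the stress transcription factor CHOP, was at 3.72 ± 3.14 (SD, *n* = 14) in wt and 92.0 ± 24.3 (SD, *n* = 14) in *mfn1,2* muscle. *Phgdh* and *Psat1*, both enzymes of serine synthesis, had log2 fold changes of 4.16 and 4.77, the transcription factor *Atf5* of 2.79, and *Shmt2*, the mitochondrial serine hydroxymethyltransferase, of 1.43. The hormone genes *Fgf21* and *Gdf15* are listed at 0 in all 14 wt libraries, so no fold is given, and were at 4.48 ± 1.88 and 5.66 ± 1.29 (SD, *n* = 14) in *mfn1,2* muscle. All 10 rose under each of the other scalings as well, and adjusted over the list alone. The libraries were compared by genotype over all ages together, and single ages were not compared.

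**Figure D1:**
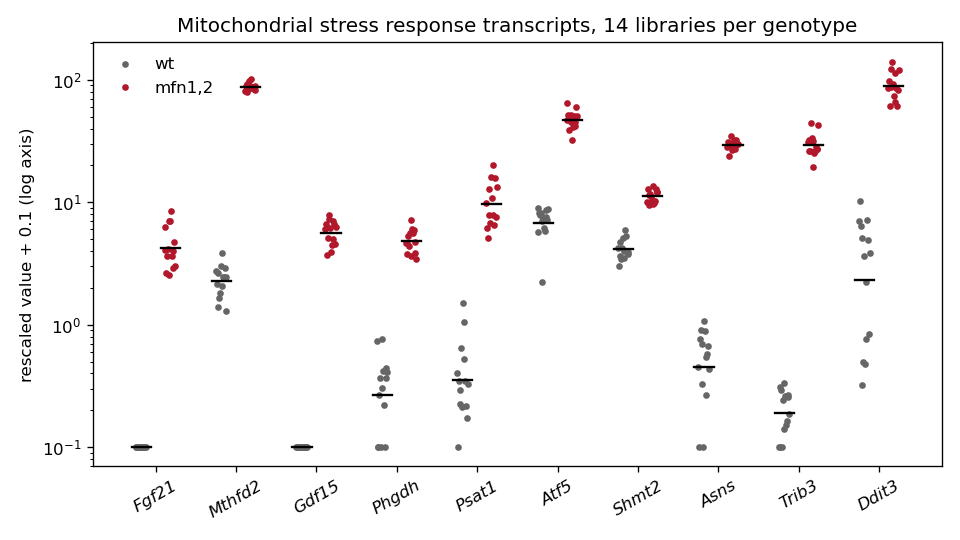
Rescaled value + 0.1 (log axis) of the stress response transcripts in each of 14 wt (gray) and 14 *mfn1,2* (red) libraries of TA muscle. Points are libraries and black bars geometric means. The red points lie above the gray points for each of the 10 genes.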

**Fig. 3.**
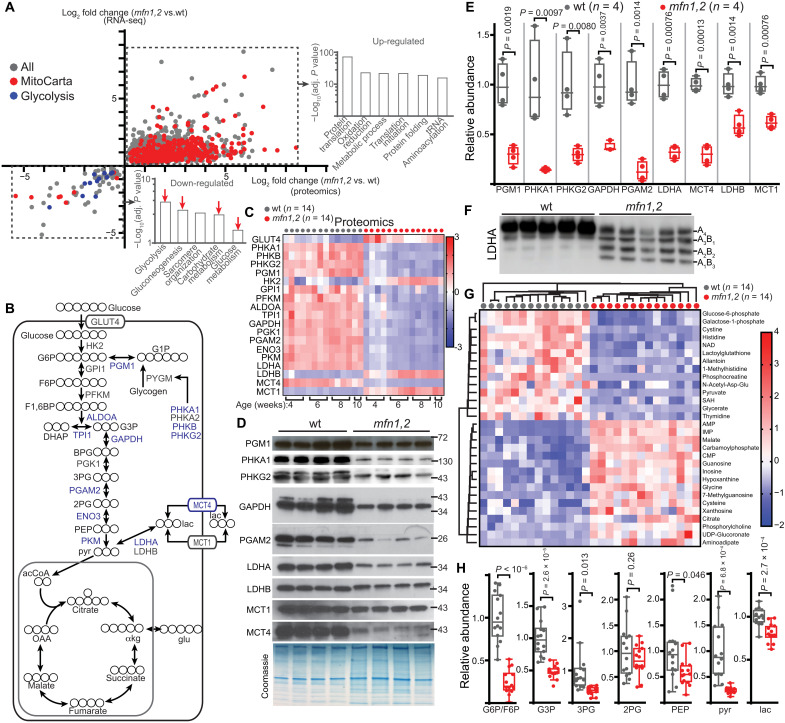
Decreased glycolytic enzymes in *mfn1,2* muscle. (**A**) Correlation of transcript and protein log_2_(fold changes) in *mfn1,2* versus wt muscle. Genes with significant transcript and protein changes in the same direction and the top enriched gene ontology pathways are shown. Glucose metabolic pathways (red arrows) are indicated. *n* = 14 animals per genotype. (**B**) Schematic of glucose and lactate metabolism in muscle. Metabolites are indicated with black circles (representing carbons). Glycolytic enzymes are colored blue (down-regulated in *mfn1,2* muscle) or gray (not down-regulated or not detected). (**C**) Protein abundances for muscle glycolytic genes, presented as a heatmap of *z* scores. (**D**) Western blot analysis of the indicated proteins. A Coomassie-stained gel is used as loading control. MW markers are indicated in kDa. (**E**) Quantitation of protein abundance, based on (D). (**F**) Native gel analysis of LDH tetramer from TA muscle visualized with an αLDHA antibody. The position of each tetramer is indicated. (**G**) Heatmap (*z*-score values) for the top 30 changing metabolites between wt and *mfn1,2* muscle. (**H**) Relative abundances of the indicated glycolytic metabolites in wt and *mfn1,2* muscle. Same legend as (G). Box and whisker plots are plotted using the Tukey method. All data represent independent measurements from biological replicates. *P* values were calculated by two-tailed *t* test (E and H), with adjustments for multiple comparisons. G1P, glucose-1-phosphate; G6P, glucose-6-phosphate; F6P, fructose-6-phosphate; F1,6BP, fructose-1,6-biphosphate; DHAP, dihydroxyacetone phosphate; G3P, glyceraldehyde-3-phosphate; BPG, 2,3-biphosphoglycerate; 3PG, 3-phosphoglycerate; 2PG, 2-phosphoglycerate; PEP, phosphoenolpyruvate; pyr, pyruvate; lac, lactate; acCoA, acetyl-CoA; OAA, oxaloacetate; cit, citrate; αkg, α-ketoglutarate; glu, glutamate; fum, fumarate; mal, malate.

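Of the 19 genes of the muscle glycolytic pathway in Fig. 3C, from glycogen breakdown to lactate transport, 13 fell in *mfn1,2* muscle, 2 rose and 4 did not pass the test, with the same counts adjusted over the list alone. The largest fall was that of *Slc16a3*, which encodes the lactate transporter MCT4, at 31.4 ± 9.43 (SD, *n* = 14) in wt and 2.37 ± 4.19 (SD, *n* = 14) in *mfn1,2* muscle, a log2 fold change of −4.69 (standard error 0.42, adjusted *P* = 5.50e-11 from limma). *Pgam2*, the muscle phosphoglycerate mutase, was at 981 ± 201 (SD, *n* = 14) in wt and 249 ± 109 (SD, *n* = 14) in *mfn1,2* muscle, a log2 fold change of −2.04 (standard error 0.15, adjusted *P* = 1.24e-12 from limma). *Ldha*, a lactate dehydrogenase subunit, fell from 274 ± 31.0 to 74.8 ± 19.1, and the muscle enolase *Eno3* from 626 ± 49.7 to 185 ± 75.3 (SD, *n* = 14 each). The log2 fold changes of *Pgm1*, *Phka1* and *Phkb*, which act in glycogen breakdown, were −1.47, −1.28 and −1.17, and those of *Pkm*, *Tpi1* and *Pgk1* were −1.14, −1.11 and −0.81, of which *Pgk1* turned to 0.24 when scaled to the same total and to 0.024 when scaled to *Actb*. *Aldoa* and *Gapdh* had log2 fold changes of −3.06 and −1.56, but both may share reads with near-identical copies, among them *Aldoart1* and *Aldoa-ps4* for *Aldoa*, and are uncertain. *Phkg2*, *Gpi1* and *Hk2* had log2 fold changes of 0.36 (adjusted *P* = 0.0948 from limma), −0.087 (adjusted *P* = 0.623) and −0.097 (adjusted *P* = 0.519), and *Hk2* was at 0.54 and *Gpi1* at 0.55 in the values as deposited. Relative to all other genes, the list was lower (adjusted *P* = 4.05e-05 from camera; adjusted *P* = 0.138 with an estimated correlation). It was taken from the study's own figure on these animals, so the count is not independent evidence of direction. Of 16 genes of glycogen metabolism, 8 fell and 3 rose, also when adjusted over the list alone (adjusted *P* = 0.0964 from camera), whereas 6 rose and 4 fell as deposited, 8 and 1 at the same total, and 6 and 2 scaled to *Actb*. In the values as deposited, 10 of the 19 glycolytic genes fell and 5 rose; scaled to the same total, 5 fell and 7 rose, and scaled to *Actb*, 7 and 6.

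**Figure D2:**
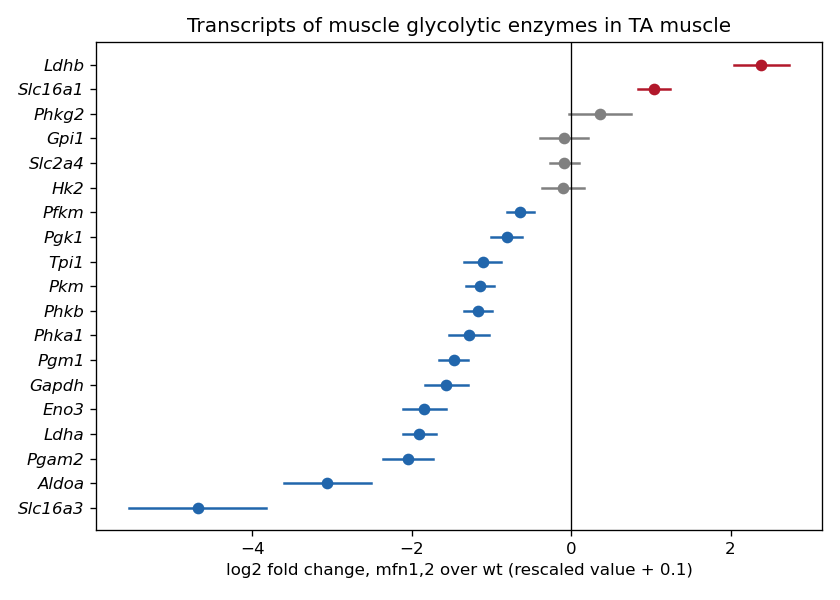
Log2 fold change (*mfn1,2* over wt, rescaled value + 0.1) of the transcripts of muscle glycolytic genes, with 95% confidence intervals from limma over 14 libraries per genotype. Blue marks the 13 genes that fell, red the 2 that rose and gray the 4 that did not pass the test. In the values as deposited *Pfkm*, *Slc2a4*, *Hk2* and *Gpi1* are above 0 instead, and so are these 4 and *Pgk1* when scaled to the same total or to *Actb*.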

Gene ontology analysis of down-regulated genes indicated enrichment of biological processes involved in glycolysis or glucose metabolism (Fig. 3A, red arrows). The down-regulation of genes and proteins in the glycolysis pathway was surprising considering the near-universal finding of enhanced glycolytic flux in the setting of various types of mitochondrial dysfunction in vitro. We therefore assessed abundances of the major muscle glycolytic enzymes in our datasets and found that the majority (15 of 19 detected proteins) showed evidence of depletion as early as 4 weeks of age (Fig. 3, B, blue labels, and C). We note that four glycolytic enzymes (GLUT4, HK2, LDHB, and MCT1) were not depleted (Fig. 3C). We validated a subset of these findings by Western blot analysis, which indicated significant depletion of glycogenolytic enzymes (PGM1, PHKA1, and PHKG2), the upper glycolytic enzymes (GAPDH and PGAM2), and the lactate handling enzymes (LDHA and MCT4) (Fig. 3, D and E). In contrast, LDHB and MCT1 were less affected in *mfn1,2* muscle (Fig. 3, D and E). Given the changes in LDHA levels, we investigated the composition of the lactate dehydrogenase enzyme. Lactate dehydrogenase functions as a tetramer, composed of LDHA and LDHB in various ratios (*23*). In wt muscle, native gel analysis indicated that the vast majority of LDH is present as the LDHA_4_ tetramer (Fig. 3F). In *mfn1,2* muscle, the substantial decrease in LDHA results in a shift to LDHB-containing tetramers (Fig. 3F).

Although the reduced levels of some glycolytic enzymes were surprising, enzyme amounts are not directly indicative of metabolic activity. Some key glycolytic enzymes (e.g., GLUT4 and HK2) are not depleted but are instead up-regulated (Fig. 3C). While we primarily focused on the major muscle isoforms of these genes, it is possible that up-regulation in alternative isoforms is compensating for the decrease in the muscle isoforms. To examine this, we assessed changes in transcript and protein abundance in all detectable isoforms of each glycolytic enzyme (fig. S2A). We did observe that some alternative isoforms were up-regulated in *mfn1,2* muscle, including GLUT1, HK1, PFKP, PFKB2, PFKB4, PGAM1, PGAM5, and ENO1 (fig. S2A). However, the abundances of these alternative isoforms were usually several fold below the levels of the major muscle isoforms. In addition, the glycolysis rate-limiting enzyme phosphofructokinase muscle isoform (PFKM) was down-regulated, and the levels of PFK regulators (PFKB1 to PKFB4) were largely unchanged (fig. S2A). Thus, the abundance of muscle isoforms of glycolytic enzymes tends to be down-regulated, without large compensatory changes in the alternative isoforms.

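Of these isoforms, 5 rose at the transcript level in *mfn1,2* muscle. *Slc2a1*, which encodes GLUT1, was at 0.883 ± 0.204 (SD, *n* = 14) in wt and 1.42 ± 0.494 (SD, *n* = 14) in *mfn1,2* muscle, a log2 fold change of 0.59 (standard error 0.15, adjusted *P* = 0.0012 from limma). *Pfkp*, the platelet isoform of phosphofructokinase, had a log2 fold change of 0.81 (standard error 0.13, adjusted *P* = 1.87e-06 from limma). *Pgam5* and *Eno1* had log2 fold changes of 0.55 (adjusted *P* = 1.07e-05) and 0.63 (adjusted *P* = 4.08e-05), and *Pfkfb2*, a regulator of phosphofructokinase, rose from 3.05 ± 0.852 to 9.82 ± 1.4 (SD, *n* = 14 each). *Hk1* was at 2.56 ± 0.553 in wt and 2.34 ± 0.439 in *mfn1,2* muscle (SD, *n* = 14 each), with a log2 fold change of −0.12 (adjusted *P* = 0.372) that turned to 0.49 (adjusted *P* = 0.00636) in the values as deposited. *Pgam1* and *Pfkfb4* had log2 fold changes of 0.15 (adjusted *P* = 0.275) and 0.16 (adjusted *P* = 0.424), and of 0.75 (adjusted *P* = 7.61e-04) and 0.78 (adjusted *P* = 0.00166) in the values as deposited. Scaled to the same total or to *Actb*, these 3 genes also passed upward, with log2 fold changes from 0.68 to 1.19. *Pgam1* and *Eno1* may share reads with pseudogenes and are uncertain. Of all 17 alternative isoforms of fig. S2A measured here, 6 rose, 5 fell and 6 did not pass limma's test, with the same counts adjusted over the list alone. By scaling, 9 rose and 4 fell as deposited, 11 and 3 at the same total, and 10 and 3 scaled to *Actb*. The list was taken from the study's own figure on these animals, so the count is not independent evidence of direction.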

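Within each library, the transcript of an alternative isoform was set against that of the major muscle isoform. In both genotypes, the mean values of 7 of 9 alternative isoforms, *Slc2a1*, *Hk1*, *Pfkl*, *Pfkp*, *Pgam1*, *Pgam5* and *Eno1*, lay more than 5-fold below those of the major isoforms *Slc2a4*, *Hk2*, *Pfkm*, *Pgam2* and *Eno3*. The other 2, *Ldhb* and *Slc16a1*, were 9.53-fold below *Ldha* and 2.48-fold below *Slc16a3* in wt, and lay above them in *mfn1,2* muscle. Of the 7, the gap in *mfn1,2* muscle was smallest for *Eno1*, which was 40.6-fold below *Eno3* in wt and 7.91-fold below it in *mfn1,2* muscle, and in wt for *Hk1*, which was 23.7-fold below *Hk2*. *Pfkl* was 314-fold and 235-fold below *Pfkm*. The gaps and ratios of *Eno1* and *Pgam1* are uncertain, since both may share reads with pseudogenes. The ratio of *Eno1* to *Eno3* was 0.0244 ± 0.00572 (SD, *n* = 14) in wt and 0.138 ± 0.0418 in *mfn1,2* muscle, and that of *Pgam5* to *Pgam2* 0.00349 ± 0.00112 (SD, *n* = 14) in wt and 0.0217 ± 0.00785 in *mfn1,2* muscle. For both, as for *Pfkp* to *Pfkm*, *Pgam1* to *Pgam2*, *Ldhb* to *Ldha* and *Slc16a1* to *Slc16a3*, the ratio was higher in *mfn1,2* muscle (adjusted *P* = 1.50e-05 for each, 2-sided permutation test, Benjamini-Hochberg over 9 pairs). The ratio of *Slc2a1* to *Slc2a4* was also higher, at 0.0153 ± 0.0045 (SD, *n* = 14) in wt and 0.0264 ± 0.0116 in *mfn1,2* muscle (adjusted *P* = 0.00206 from the same test). Those of *Pfkl* to *Pfkm*, at 0.00331 ± 0.00136 (SD, *n* = 14) in wt and 0.00425 ± 8.48e-04 in *mfn1,2* muscle (adjusted *P* = 0.0135), and of *Hk1* to *Hk2*, at 0.0475 ± 0.0199 (SD, *n* = 14) in wt and 0.0436 ± 0.00969 in *mfn1,2* muscle (adjusted *P* = 0.926), did not pass the threshold of 0.01. A ratio within a library does not depend on how that library is scaled. The permutation test used log2 values with the pseudocount of 0.1 added, so its result can depend on the scaling through the pseudocount. The pairs were set after the data were examined. *Pgam5* was counted as an isoform because the paper names it as one, and its enzyme activity was not measured.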

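*Pfkm* was at 445 ± 84.2 (SD, *n* = 14) in wt and 283 ± 25.2 (SD, *n* = 14) in *mfn1,2* muscle, a log2 fold change of −0.64 (standard error 0.084, adjusted *P* = 1.32e-07 from limma). This fall is relative to the other genes of a library, and its log2 fold change was 0.0033 in the values as deposited, 0.42 when scaled to the same total and 0.20 when scaled to *Actb*. Of its regulators, the bifunctional enzymes that make or remove fructose 2,6-bisphosphate, *Pfkfb1* was at 9.67 ± 2.32 (SD, *n* = 14) in wt and 4.29 ± 1.01 (SD, *n* = 14) in *mfn1,2* muscle, a log2 fold change of −1.15 (standard error 0.12, adjusted *P* = 3.01e-09 from limma). *Pfkfb2* rose, with a log2 fold change of 1.69 (standard error 0.12, adjusted *P* = 2.01e-13 from limma). *Pfkfb3* was at 24.8 ± 12.9 (SD, *n* = 14) in wt and 5.71 ± 2.13 (SD, *n* = 14) in *mfn1,2* muscle, a log2 fold change of −2.05 (standard error 0.24, adjusted *P* = 1.69e-08 from limma). *Pfkfb4* did not pass the test. The call of *Pfkfb1* was lost when scaled to the same total (log2 fold change −0.11, adjusted *P* = 0.544 from limma) or to *Actb* (−0.33, adjusted *P* = 0.181).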

To address metabolism more directly, we first profiled steady-state metabolite levels in plasma and TA muscle from wt and *mfn1,2* littermates (table S2). Principal components analysis did not reveal distinctions between the plasma metabolomes (fig. S3A), and we did not detect elevated lactate or pyruvate in *mfn1,2* plasma (fig. S3B). In contrast, the metabolome of *mfn1,2* muscle was altered from that of wt muscle, as indicated by principal components analysis (fig. S3A). Of the 187 detected metabolites, steady-state levels of a large proportion (64 metabolites, 34%) were significantly altered (table S2). A number of purine-related metabolites were present among the up-regulated metabolites (Fig. 3G), consistent with altered one-carbon metabolism and deoxynucleoside triphosphate (dNTP) pools, also observed in animal models of adult-onset MM (*9*). In contrast, several glycolytic intermediates were reduced in *mfn1,2* muscle (Fig. 3, G and H), and we did not detect elevation of lactate in *mfn1,2* muscle. We noted that mitochondrial tricarboxylic acid (TCA) cycle metabolites were largely preserved or increased in affected muscle (fig. S3C). Thus, steady-state analysis of *mfn1,2* muscle reveals depletion of both muscle glycolytic enzymes and metabolites, concomitant with elevation of mitochondrial proteins and sparing of mitochondrial TCA cycle metabolites.

Methods to directly measure glycolytic flux in vivo are not yet developed. To probe the relative glycolytic activity between wt and *mfn1,2* animals, we performed a number of independent analyses. First, we investigated turnover of glycolytic intermediates by subjecting animals to a single dose of universally ^13^C labeled glucose ([U-^13^C]glucose) at 4 weeks of age (before the onset of survival deficits), followed by measurement of labeled glycolytic intermediates 1 hour later (Fig. 4A). The presence of heavy m+3 species of glycolytic metabolites indicates utilization of the labeled glucose, while m+2-labeled species in the TCA cycle indicate contribution of pyruvate to mitochondrial metabolites via pyruvate dehydrogenase. Quantitation of m+3 PEP (phosphoenolpyruvate), pyruvate, and lactate species revealed significantly decreased isotopolog abundances in *mfn1,2* muscle (Fig. 4A). These decreased abundances were not due to increased turnover of labeled metabolites, as we did not observe increased fractional enrichment in PEP or pyruvate species (fig. S3E). In contrast, the abundance of labeled mitochondrial metabolites was significantly increased in affected tissue (Fig. 4A). Together, these results suggest reduced glucose contribution to glycolytic intermediates in *mfn1,2* muscle; however, glucose is a more prominent carbon source for mitochondrial metabolites under these conditions (discussed more below).

**Fig. 4.**
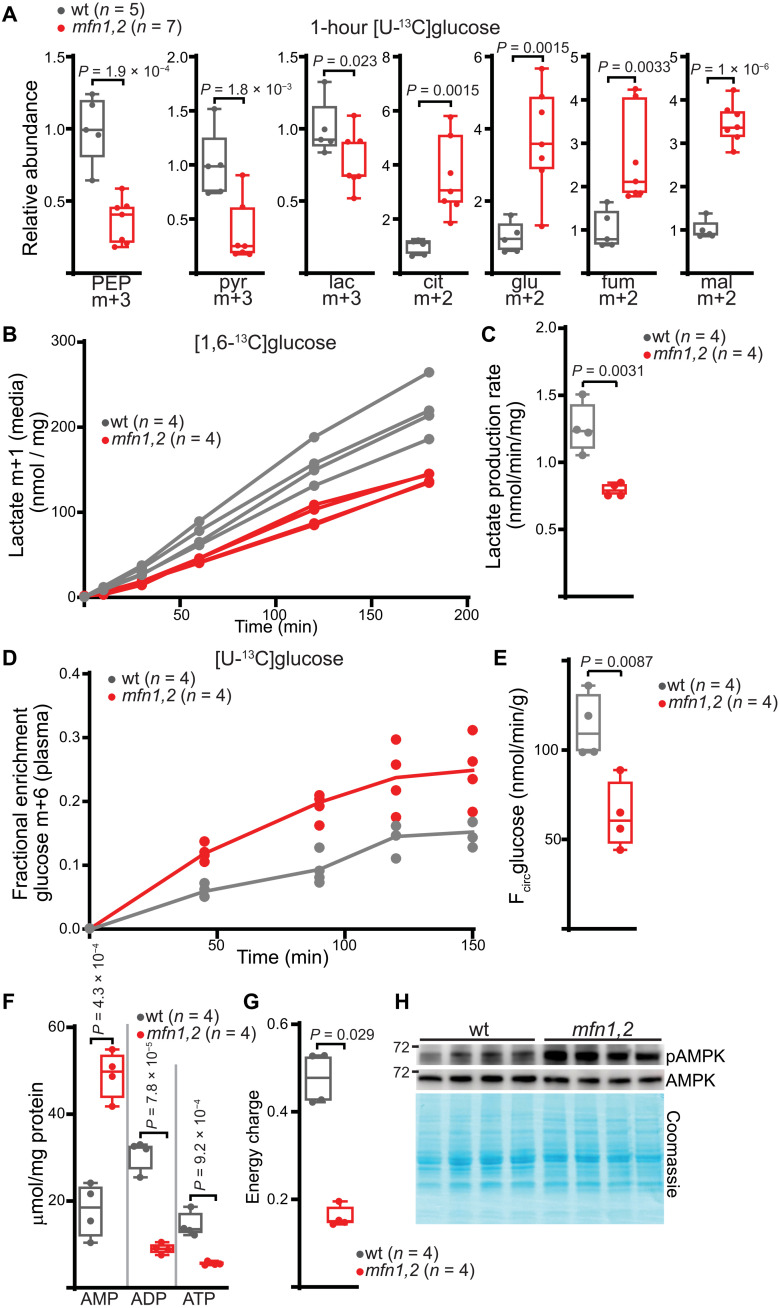
Reduced glycolysis in *mfn1,2* muscle. (**A**) Relative isotopolog abundance of the indicated labeled species following a 1-hour [U-^13^C]glucose challenge. (**B**) Lactate production versus time in ex vivo isolated muscle preparations incubated with [1,6-^13^C]glucose, normalized to TA muscle weight. (**C**) Lactate production rates from ex vivo isolated muscle preparations. (**D**) Fractional enrichment in plasma glucose m+6 from animals infused with [U-^13^C]glucose. (**E**) Glucose whole-body turnover rates (F_circ_glucose) from animals of the indicated genotype. (**F**) Absolute levels of AMP, ADP, and ATP in wt and *mfn1,2* muscle, normalized to total protein amount. (**G**) Energy charge ([ATP] + 1/2[ADP])/([ATP] + [ADP] + [AMP]) in wt and *mfn1,2* muscle. (**H**) Representative Western blot for AMPK and pAMPK in indicated muscle samples. Coomassie-stained proteins are shown as a loading control. MW markers are indicated in kDa. In all panels, wt data are represented in gray, and *mfn1,2* data are represented in red. Box and whisker plots are plotted using the Tukey method. All data represent independent measurements from biological replicates. *P* values were calculated by multiple two-tailed *t* test (A and F) or two-tailed *t* test (C, E, and G), with adjustments for multiple comparisons. PEP, phosphoenolypyruvate; pyr, pyruvate; lac, lactate; cit, citrate; glu, glutamate; fum, fumarate; mal, malate.

A precise interpretation of a single bolus of [U-^13^C]glucose is complicated by a myriad of parameters, including differences in circulating metabolites (fig. S3D), individual enrichments (fig. S3E), and pool size (fig. S3F). We therefore performed experiments to better assess glucose utilization in wt and *mfn1,2* muscle. First, we acutely dissected intact TA muscles from 4-week-old animals and immediately incubated them in glucose-free medium supplemented with 10 mM [1,6-^13^C]glucose. By following lactate m+1 production in the medium (Fig. 4B) over time, we could directly quantitate glycolytic flux. *mfn1,2* muscles exhibited a significant reduction in lactate production rates (Fig. 4C), indicating that the constellation of proteomic changes in glycolytic enzymes is correlated with decreased glycolytic activity. To complement this ex vivo measurement, we performed steady-state infusions of [U-^13^C]glucose to calculate the in vivo whole-body turnover flux of glucose (F_circ_glucose) (Fig. 4D) (*24*). We observed that *mfn1,2* animals have a significant decrease in F_circ_glucose (Fig. 4E), suggesting that changes in glycolytic activity of fast-twitch skeletal muscle can influence the whole-body turnover rate. However, this experiment does not rule out the possibility that other tissues have adjusted their glucose utilization in response to the genetic perturbation. Together, these experiments are not consistent with elevated glycolysis in the setting of early-onset myopathy and instead suggest that glycolytic rates are suppressed in this disease model.

As glucose utilization by skeletal muscle can be regulated by insulin, we investigated insulin and glucagon levels in plasma of wt and *mfn1,2* animals (fig. S3G), which did not reveal significant differences. In addition, we did not observe deficits in a glucose tolerance test or insulin tolerance test in *mfn1,2* animals (fig. S3, H and I). Reduced glycolysis, combined with a mitochondrial respiratory defect in these animals (Fig. 1C), is expected to result in an energy deficit. Absolute values of adenosine diphosphate (ADP) and ATP were significantly reduced in *mfn1,2* muscle, concomitant with a significant increase in adenosine monophosphate (AMP) levels (Fig. 4F). Correspondingly, we observed a significant reduction in the energy charge, as well as increased phosphorylation of AMP kinase (AMPK) in *mfn1,2* muscles (Fig. 4, G and H). As the metabolism of fast-twitch muscle can be activity dependent, we repeated these analyses after an exercise challenge (fig. S4). Animals were first subjected to 30 minutes of moderate treadmill exercise; muscle was then immediately dissected and frozen after exercise. We observed similar elevations of pAMPK (phosphorylated AMPK) and a reduction of energy charge in *mfn1,2* animals (fig. S4, A and B). The steady-state post-exercise metabolome was altered in *mfn1,2* animals (fig. S4C), and a detailed analysis revealed similar depletions of a number of glycolytic intermediates, as well as elevation of TCA cycle intermediates (fig. S4D). Thus, affected muscle in this early-onset myopathic model appears similarly affected in sedentary and exercised states.

### Glycolytic enzymes are reduced in early-onset human MM

As it was surprising to find down-regulation of glycolytic enzymes at the protein and mRNA levels, we investigated the extent to which this phenomenon occurs in human patient samples (table S3). Severe, infantile MMs are rare entities typically due to mutations in genes affecting the mitochondrial ETC. An exhaustive search of the literature identified two independent case-control studies in which muscle biopsy samples had been obtained from affected patients and age-matched controls. The first study (*25*) investigated muscle transcriptomes in four patients with 90% mtDNA depletion due to mutations in TK2 (thymidine kinase 2). We reassessed their gene microarray data (Fig. 5A) and performed gene ontology analysis on significantly down-regulated genes [log_2_(fold change) < −1; *P* < 0.05]. Similar to data from our animal model, we observed enrichment of several biological processes related to glucose and glycogen metabolism (Fig. 5A, red arrows). Most of the muscle glycolytic enzymes were down-regulated, and the only transcript with evidence of up-regulation was LDHB (Fig. 5A, red dots).

**Fig. 5.**
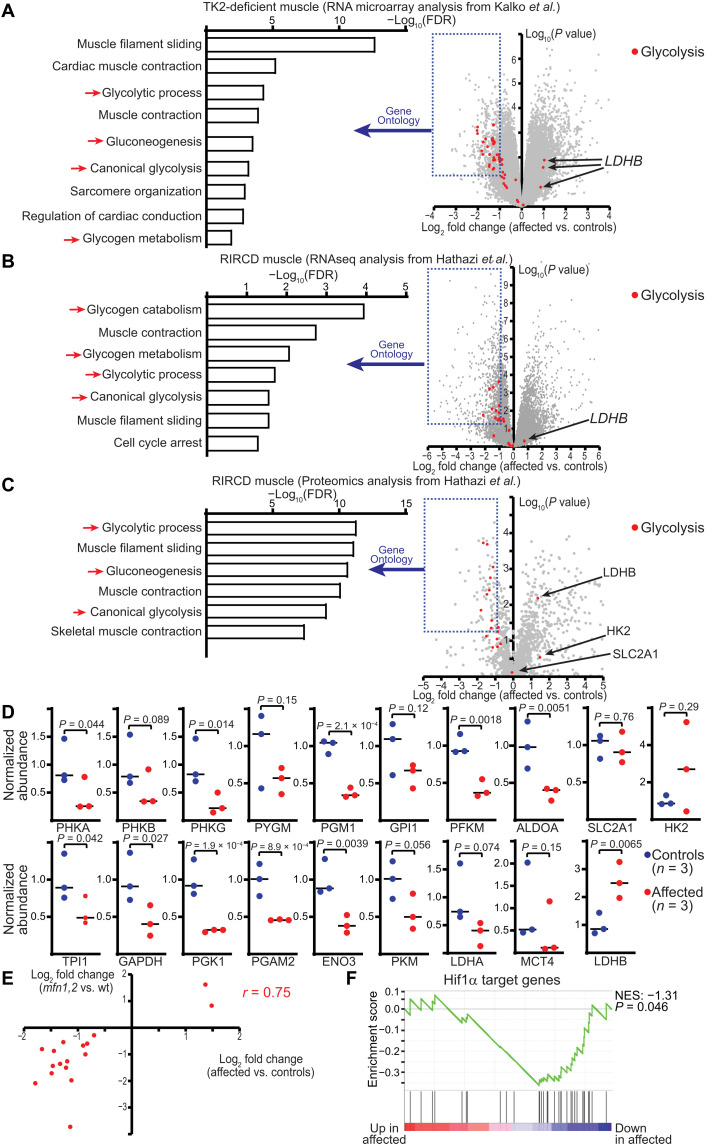
Transcriptomic and proteomic analysis of muscle biopsies from case-control studies in early-onset mitochondrial myopathy. (**A**) Volcano plot of probe intensities from RNA microarray analysis in affected versus control muscle biopsies from patients with TK2-deficient MM, assessed from data collected by Kalko *et al*. (*25*), and available at NCBI GEO GSE43698. Log_2_(fold change) is plotted against the −log_10_(adjusted *P* value) for each gene probe. Probes against muscle glycolytic enzymes are indicated in red. Gene ontology analysis is shown for down-regulated genes (blue box), and the significant (FDR < 0.05) biological processes are indicated. Red arrows indicate glucose and glycogen metabolic pathways. (**B**) Same as (A), except for RNA-seq data obtained from affected versus control muscle biopsies in patients with RIRCD, collected by Hathazi *et al*. (*26*). (**C**) Same as (A), except for proteomic abundance data from affected versus control muscle biopsies in patients with RIRCD, collected by Hathazi *et al*. (**D**) Normalized protein abundances of the indicated glycolytic enzymes based on proteomics data in RIRCD muscle biopsies. (**E**) Correlation between fold changes in the proteomic abundance of glycolytic enzymes in affected muscle of the *mfn1,2* animal model (*y* axis) versus RIRCD muscles (*x* axis). The Pearson correlation coefficient is indicated. (**F**) GSEA of Hif1α target genes in affected versus control RIRCD muscle biopsies. NES, normalized enrichment score, and *P* value are indicated.

A second study (*26*) focused on a cohort of pediatric patients suffering from RIRCD (reversible infantile respiratory chain deficiency), a rare disease due to an mtDNA mutation that presents with severe infantile myopathy. In this study, the authors performed RNA-seq and proteomics analysis on muscle biopsies from affected patients and controls. We reassessed their datasets and similarly performed gene ontology analysis on down-regulated transcripts or proteins (Fig. 5, B and C). Again, we observed enrichment of biological processes related to glucose and glycogen metabolism (Fig. 5, B and C, red arrows), and glycolytic enzymes were largely down-regulated at both the transcript and protein level (Fig. 5, B and C, red dots). Normalized proteome levels of glycolytic enzymes revealed lower abundance in patient samples (Fig. 5D), with the exception of HK2, LDHB, and SLC2A1. As described above, these enzymes were also not down-regulated in our animal model (Fig. 3, C to E). The fold change in protein abundance observed for glycolytic enzymes in our animal model was highly correlated with the fold change observed in patient samples (Fig. 5E). Thus, in these two unrelated datasets from patients affected by early-onset MM, we observe a very similar down-regulation of most glycolytic pathway enzymes as observed in our *mfn1,2* model, with the same orthologous proteins (e.g., SLC2A1, HK2, and LDHB) as exceptions to this trend.

### Glucose handling is perturbed in *mfn1,2* muscle

To investigate central carbon utilization in wt versus *mfn1,2* muscle, we made use of steady-state isotopic infusion techniques in conscious animals (*27*, *28*). Steady-state euglycemic infusion of [U-^13^C]glucose (Fig. 6, A to C) was used to assess glucose contribution to glycolytic and TCA cycle metabolites. We observed elevated labeling in 3-phosphoglycerate (3PG), a late glycolytic intermediate in *mfn1,2* muscles (Fig. 6D). In this experiment, the 3PG enrichment is typically decreased (relative to glucose enrichment) due to dilution from the breakdown of unlabeled glycogen (Fig. 6C, gray arrow) (*29*). The elevated 3PG labeling observed in *mfn1,2* animals is consistent with an impairment in glycogenolysis, possibly due to the down-regulation of glycogenolytic enzymes observed in affected muscle (Fig. 3, C to E). There were no significant differences between glycogen levels of wt and *mfn1,2* muscle (fig. S5A).

**Fig. 6.**
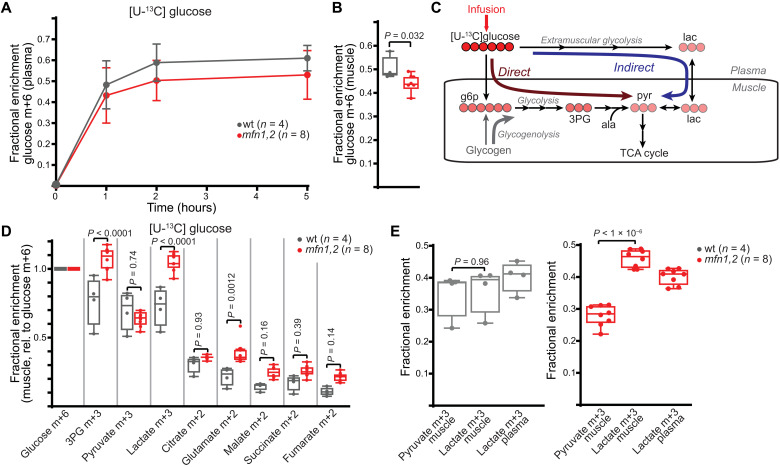
Altered glucose contribution to central carbon metabolism in *mfn1,2* muscle. (**A**) Plasma labeling of glucose m+6 in steady-state infusion experiments with [U-^13^C]glucose. (**B**) Glucose m+6 enrichment in muscle from steady-state [U-^13^C]glucose infusions. Same legend as (A). (**C**) Overview of direct and indirect pathways for glucose contribution to muscle metabolites. The infused compound is labeled with a red arrow, and filled red circles refer to heavy carbons (^13^C). Dilution of labeling due to glycogenolysis is indicated with the gray arrow. (**D**) Fractional enrichment of the indicated labeled species in TA muscle from steady-state [U-^13^C]glucose infusions. Data are normalized to muscle glucose m+6 enrichment values. (**E**) Fractional enrichment in the indicated muscle and plasma species from steady-state [U-^13^C]glucose infusions. In all panels, wt data are represented in gray, and *mfn1,2* data are represented in red. Box and whisker plots were plotted using the Tukey method. All data represent independent measurements from biological replicates. *P* values were calculated by multiple two-tailed *t* test (D), one-way ANOVA (E), or two-tailed *t* test (B), with adjustments for multiple comparisons. g6p, glucose-6-phosphate; ala, alanine; pyr, pyruvate; lac, lactate.

Labeled glucose potentially contributes to muscle metabolites through two pathways (Fig. 6C). First, “direct” import of glucose into muscle, followed by glycolysis, can lead to glucose-derived carbons contributing to pyruvate, lactate, and TCA cycle metabolites. Alternatively, extramuscular glycolysis can result in labeled lactate in the plasma, which can be imported into muscles and oxidized (referred to as the “indirect” pathway) (Fig. 6C). Differences in the enrichment of muscle metabolites during a ^13^C-glucose infusion might be reflective of alterations in the relative fluxes of these two pathways. We observed that the contribution of glucose-derived carbons to lactate was substantially increased over contribution to pyruvate in *mfn1,2* muscle, indicating that muscle pyruvate is not the major source of muscle lactate in this disease model, and these two metabolites are not in fast exchange (Fig. 6, D and E). Instead, muscle lactate more closely matched the enrichment in plasma lactate in *mfn1,2* animals (Fig. 6E). In addition, glucose contribution to TCA cycle metabolites was elevated in *mfn1,2* versus wt muscle, which is consistent with an elevated relative flux of lactate import and oxidation (Fig. 6D). Because glucose labeling can result in scrambling of labels, we also assessed total labeling of muscle metabolites, which yielded similar results (fig. S5B). These results are reminiscent of findings in some human tumors and mouse tissues in which other labeled carbon sources (e.g., lactate) are imported and contribute to TCA cycle metabolites (*24*, *30*, *31*).

### Lactate is metabolized in *mfn1,2* muscle

Because of the observed perturbations in glucose handling, we therefore investigated the potential contribution of other carbon sources to central carbon metabolism. Steady-state infusion of labeled alanine resulted in ~15% enrichment in plasma samples (fig. S5C); however, muscle labeling of alanine was substantially lower (~2% enrichment) in both wt and *mfn1,2* animals, indicating that import is not a major source of alanine in fast-twitch muscle (fig. S5D). Relative to muscle labeling of alanine, we noted no significant differences in contribution to pyruvate, lactate, or TCA cycle metabolites between wt and *mfn1,2* muscle (fig. S5E).

We next investigated the contribution of lactate as a carbon source, making use of steady-state infusion of [U-^13^C]lactate (Fig. 7, A and B). Lactate can be imported and oxidized within tissue (which we refer to as direct contribution); alternatively, extramuscular conversion of [U-^13^C]lactate to glucose m+3 can result in labeling in downstream metabolites via glycolysis (which we refer to as indirect contribution) (Fig. 7C). The labeling in glycolytic intermediates 3PG and PEP was significantly decreased in *mfn1,2* muscle, consistent with decreased indirect contribution from glycolysis (Fig. 7B). We normalized metabolite enrichments to labeling in 3PG or PEP to estimate the relative contribution of lactate via the direct pathway (Fig. 7D). After normalization, we observed significant increases in lactate’s contribution to pyruvate and TCA cycle intermediates in affected muscle (Fig. 7D). Thus, the perturbations in glycolysis in *mfn1,2* muscle correlate with an enhanced relative direct contribution of lactate to mitochondrial TCA cycle metabolites.

**Fig. 7.**
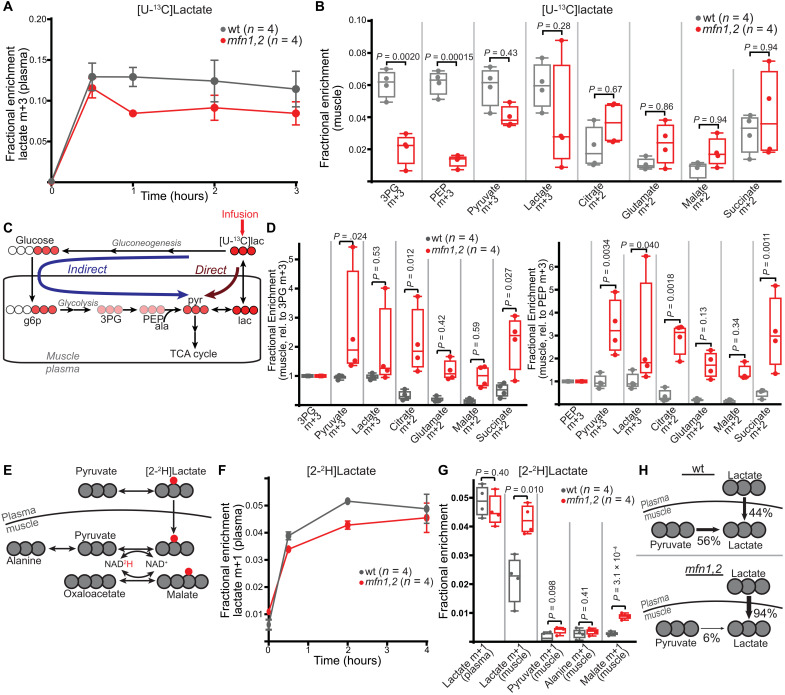
Enhanced contribution from lactate to central carbon metabolism in *mfn1,2* muscle. (**A**) Plasma labeling of lactate m+3 in steady-state infusion experiments with [U-^13^C]lactate. (**B**) Fractional enrichment of the indicated labeled species in TA muscle from steady-state [U-^13^C]lactate infusions. (**C**) Overview of direct and indirect pathways for lactate contribution to muscle metabolites. The infused compound is labeled with a red arrow, and filled red circles refer to heavy carbons (^13^C). (**D**) Fractional enrichment of the indicated labeled species in muscle from steady-state [U-^13^C]lactate infusion. Data are normalized to muscle 3PG m+3 (left) or PEP m+3 (right) enrichment values. (**E**) Schematic of expected labeling pattern from [2-^2^H]lactate infusion experiments. Carbon atoms are shown as gray circles; the labeled deuterium is shown in red. (**F**) Plasma labeling of lactate m+1 in steady-state infusion experiments with [2-^2^H]lactate. (**G**) Fractional enrichment of the indicated labeled species in TA muscle from steady-state [2-^2^H]lactate infusion. (**H**) Summary of relative contributions to muscle lactate from pyruvate and lactate import in wt and *mfn1,2* muscle. In all panels, wt data are represented in gray, and *mfn1,2* data are represented in red. Box and whisker plots were plotted using the Tukey method. All data represent independent measurements from biological replicates. *P* values were calculated by multiple two-tailed *t* test (B, D, and G) with adjustments for multiple comparisons.

Direct measurements of net lactate usage in vivo are technically challenging in mice because of an inability to access the precise supply and draining vessels. Measurements of whole-body lactate turnover revealed that *mfn1,*2 animals displayed a trend toward higher circulatory turnover flux of lactate (fig. S6A), suggesting that there may be enhanced utilization of lactate by *mfn1,2* tissues. The precise source of circulating lactate in mammals is still under investigation; however, a recent report (*29*) indicates that slow-twitch muscles exhibit high usage of circulating glucose via glycolysis. We investigated the soleus muscle in wt and *mfn1,2* animals, which did not reveal changes in the levels of glycolytic enzymes, including the rate-limiting enzyme PFKM (fig. S6, B and C), or early glycolytic metabolites (fig. S6D). Pyruvate was significantly depleted in *mfn1,2* animals, while lactate tended to be up-regulated (fig. S6D). In addition, we observed depletion of a number of mitochondrial TCA cycle metabolites (fig. S6D) in the soleus of *mfn1,2* animals. Together, these results suggest that slow-twitch muscle may be trending toward increased glycolytic production of lactate in mutant animals.

To directly determine the relative contribution of lactate import in wt and *mfn1,2* muscle, we performed a steady-state infusion with [2-^2^H]lactate (Fig. 7, E and F). In this experiment, extramuscular exchange of lactate to pyruvate would result in loss of the deuterium label. Thus, observation of (m+1) lactate in tissue is a direct indicator of lactate import, and we observed an increased enrichment of (m+1) lactate in *mfn1,2* versus wt muscle (Fig. 7G). In wt animals, the muscle (m+1) lactate enrichment is ~44% of the plasma (m+1) lactate enrichment, indicating that ~44% of muscle lactate is derived from lactate import, while the other ~56% would be derived from intramuscular pyruvate (Fig. 7H). In *mfn1,2* animals, the muscle m+1 lactate enrichment is ~94% of the plasma (m+1) lactate enrichment, indicating that ~94% of muscle lactate is derived from lactate import, while the remaining ~6% is derived from intramuscular pyruvate (Fig. 7H). Thus, the altered glucose handling in *mfn1,2* muscle corresponds with a substantial increase in the relative direct contribution of lactate to intracellular metabolites. Intracellular conversion of lactate to pyruvate can result in transfer of the deuterium first to NADH and then to other potential metabolites including malate (Fig. 7E). We observed elevated levels of (m+1) malate in *mfn1,2* muscle (Fig. 7G), indicating a substantial contribution of lactate oxidation to cellular metabolism in diseased tissue. As a control, pyruvate and alanine are not expected to be labeled under these conditions, and correspondingly, we observed no changes in m+1 fractions of these metabolites (Fig. 7G).

### Glycolytic flux and AMPK status is regulated by a Hif1α-AMPD1 axis in *mfn1,2* muscle

We turned our attention to the mechanism underlying the observed reduction in glucose utilization. A clue came from the relative perturbations of LDHA and MCT4 versus LDHB and MCT1 (Fig. 3, C and D, and fig. S7A). This led us to hypothesize a role for Hif1α whose established targets include LDHA and MCT4 (among other glycolytic genes), but not LDHB and MCT1 (*32*, *33*). 

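Established targets of Hif1α went in both directions in *mfn1,2* muscle. Among all 10819 tested genes, 3055 rose and 2696 fell, so this is not particular to these targets. Of 18 targets in glucose metabolism, 8 fell, 3 rose and 7 did not pass limma's test. Those that fell include the genes of MCT4 and of lactate dehydrogenase A as well as *Pfkfb3*, and those that rose are *Slc2a1*, *Pfkp* and *Eno1*. Of 26 targets outside glucose metabolism, 9 fell and 5 rose. *Tfrc*, the transferrin receptor, was at 97.9 ± 34.5 (SD, *n* = 14) in wt and 20.8 ± 11.8 (SD, *n* = 14) in *mfn1,2* muscle, a log2 fold change of −2.37 (standard error 0.26, adjusted *P* = 3.77e-09 from limma). The transcription factor *Bhlhe40* fell from 18.1 ± 3.14 to 6.47 ± 2.11 (SD, *n* = 14 each). In the other direction, *Ero1l*, an oxidase of protein folding in the endoplasmic reticulum, rose from 1.64 ± 0.424 to 7.23 ± 1.67, and *Hmox1*, the heme oxygenase, from 1.59 ± 0.373 to 5.69 ± 1.37 (SD, *n* = 14 each). Against all other tested genes, the direction of both lists was down, but neither passed the threshold of 0.01 (adjusted *P* = 0.014 from camera for the first list, with adjusted *P* = 0.182 with an estimated correlation, and 0.38 for the second, with 0.547). The counts were the same adjusted over each list alone. The first list passed in the values as deposited (adjusted *P* = 5.02e-04 from camera), where 6 of its genes fell and 7 rose and 4 and 16 of the second list. The first list also passed when scaled to the same total, with 4 falling and 10 rising, and scaled to *Actb*, with 5 and 9. Of the second list, 1 fell and 17 rose at the same total, and 2 fell and 13 rose scaled to *Actb*. The target set of the paper's enrichment analysis was not used here.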

Gene set enrichment analysis (GSEA) of our RNA-seq dataset indicated down-regulation of Hif1α targets (Fig. 8A), and Western blotting confirmed a notable loss of Hif1α protein in *mfn1,2* muscle and a modest loss of Hif2α protein (Fig. 8B). This was similar to the down-regulation of Hif1α target genes in the analyzed RIRCD patient dataset (Fig. 5F).

**Fig. 8.**
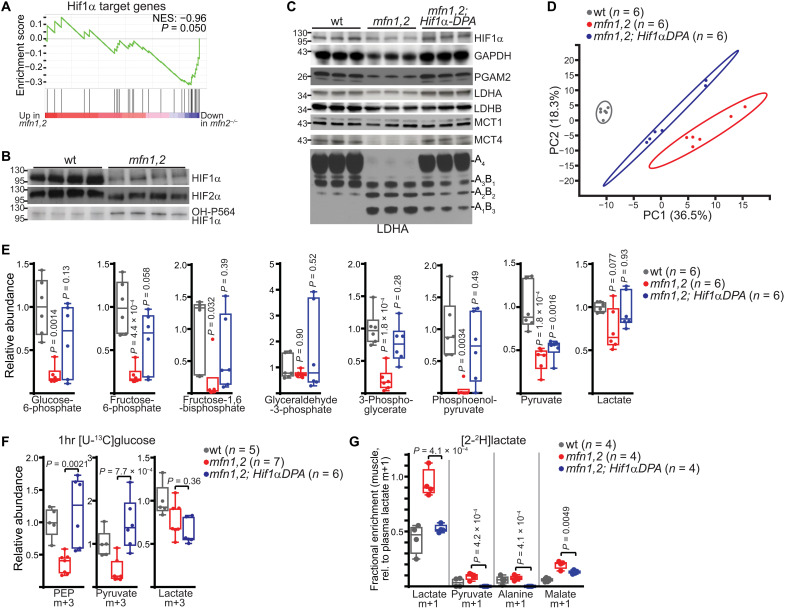
Reduced Hif1α slows glycolysis in *mfn1,2* muscle. (**A**) GSEA of Hif1α target genes in RNA-seq data from *mfn1,2* versus wt muscle. NES, normalized enrichment score; associated *P* value is indicated. (**B**) Hif1α and Hif2α protein levels, as assessed by Western blot, in wt and *mfn1,2* muscle. A Coomassie-stained blot is presented in Fig. 3D as a loading control. MW markers are indicated in kDa. (**C**) Levels of the indicated proteins (and LDH tetramer) in muscles from the indicated genotype. Coomassie-stained gels are presented in fig. S7E as a loading control, and quantitation of protein amounts is presented in fig. S7F. MW markers are indicated in kDa. (**D**) Principal components analysis of the metabolomes from TA muscle of the indicated genotype. The percentage of total variance for principal components 1 and 2 (PC1 and PC2) are indicated on the *x* and *y* axes. Ovals indicate the 95% confidence intervals. (**E**) Relative steady-state abundance of the indicated glycolytic metabolites. (**F**) Relative abundance of the indicated labeled species following a 1-hour [U-^13^C]glucose challenge. (**G**) Fractional enrichment of the indicated labeled species in muscle from steady-state [2-^2^H]lactate infusion, normalized to plasma lactate m+1 enrichment. Box and whisker plots were plotted using the Tukey method. All data represent independent measurements from biological replicates. *P* values were calculated by one-way ANOVA (E to G) with adjustments for multiple comparisons.

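*Hif1a*, the gene of Hif1α, was at 12.1 ± 2.03 (SD, *n* = 14) in wt and 12.1 ± 2.44 (SD, *n* = 14) in *mfn1,2* muscle. Its log2 fold change was −0.015 (standard error 0.11, 95% confidence interval −0.23 to 0.20, adjusted *P* = 0.909 from limma). *Epas1*, the gene of Hif2α, was at 37.0 ± 6.46 (SD, *n* = 14) in wt and 31.6 ± 4.01 (SD, *n* = 14) in *mfn1,2* muscle, with a log2 fold change of −0.22 (standard error 0.085, adjusted *P* = 0.0271 from limma). These values are relative to the other genes of each library. In the values as deposited, where the median gene is also higher in *mfn1,2* muscle, the log2 fold change was 0.62 for *Hif1a* (adjusted *P* = 4.94e-05) and 0.42 for *Epas1* (adjusted *P* = 0.0014); scaled to *Actb*, these were 0.81 (adjusted *P* = 6.93e-04) and 0.61 (adjusted *P* = 0.0134). *Epas1* also passed downward when scaled to the upper quartile (−0.29, adjusted *P* = 0.00326) and, in a comparison chosen after seeing the data, without the 5 libraries that stand apart in the clustering (−0.27, adjusted *P* = 0.00202).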

Hif1α transcripts were unaffected in *mfn1,2* tissue, indicating that loss of Hif1α is due to posttranslational mechanisms. The stabilization of Hif1α is known to be multifactorial in nature. Most prominently, Hif1α is stabilized in the setting of low oxygen; in addition, Hif1α can be stabilized by superoxide production (*34*, *35*). These phenomena result in inhibition of Hif1α PHD (prolyl hydroxylase), which normally hydroxylates Hif1α and targets the protein for subsequent degradation. Using a hydroxylation-specific antibody for Hif1α, we found that *mfn1,2* muscle exhibits increased levels of hydroxylated Hif1α (Fig. 8B), indicating that PHD activity is stimulated in *mfn1,2* muscle relative to wt muscle. To examine the reason for PHD stimulation, we investigated both reactive oxygen species (ROS) and oxygen status in vivo. *mfn1,2* tissue had a substantial reduction in ROS levels as reflected by a significant increase in the reduced to oxidized glutathione (GSH/GSSG) (fig. S7B). To examine oxygen status in vivo, we made use of a hypoxia-sensitive probe (pimonidazole), which allows identification of hypoxic regions in vivo (*36*). *mfn1,2* muscle exhibited significant reductions in staining intensity (fig. S7, C and D), indicating elevated oxygen levels in affected muscle. In particular, wt tissue displayed intense hypoxyprobe staining in subsarcolemmal regions of myofibers where nuclei and mitochondria accumulate, and this staining was absent in *mfn1,2* tissue (fig. S7D). On the basis of these results, we propose that the severe oxidative phosphorylation defects in *mfn1,2* muscle result in excess PHD activity due to elevated oxygen levels and decreased ROS, thereby resulting in a loss of Hif1α stability.

To assess the role of Hif1α loss in *mfn1,2* muscles, we reestablished Hif1α levels by introducing a conditional allele expressing the degradation-resistant Hif1α-dPA protein (*37*) into *mfn1,2* animals (hereafter *mfn1,2;Hif1*α*-dPA*). Reestablishing Hif1α levels rescued the levels of glycolytic enzymes in *mfn1,2* muscle (Fig. 8C and fig. S7, E and F), as well as shifted the LDH tetramer back to predominantly LDHA_4_ (Fig. 8C). Hif1α stabilization partially rescued metabolomes of *mfn1,2* muscle (Fig. 8D), including an increase in the abundance of glycolytic metabolites (Fig. 8E). Moreover, Hif1α stabilization was able to rescue contributions to glycolytic intermediates, measured with a 1-hour [U-^13^C]glucose challenge as above (Fig. 8F). Given the increased levels of LDHA and MCT4 in *mfn1,2;Hif1*α*-dPA* animals, we hypothesized that the relative lactate contribution to intracellular metabolites would be decreased. [2-^2^H]Lactate-labeling experiments revealed that reexpression of Hif1α lowers the relative contribution of imported lactate such that now ~53% of muscle lactate was derived from plasma import (similar to wt animals) (Fig. 8G).

As we observed increased contributions from glucose in the setting of Hif1α reintroduction, we probed energy status in *mfn1,2;Hif1*α*-dPA* muscle. The elevated levels of AMP in affected tissue were rescued by reexpression of Hif1α, despite a continued depletion of ATP (Fig. 9A). Correspondingly, the increased phosphorylation of AMPK was reverted in *mfn1,2;Hif1α-dPA* muscle (Fig. 9, B and C). These results suggested a role for Hif1α in regulating AMP levels outside its up-regulation of glycolysis-derived ATP. In principle, altered levels of any enzyme that consumes or produces AMP could regulate intracellular AMP concentration and AMPK status. In skeletal muscle, it has been proposed that the purine nucleotide cycle (PNC) consumes AMP to promote increased energy production by adenylate kinase (Fig. 9D) (*38*). We assessed levels of PNC enzymes in our proteomics dataset, which indicated a notable decrease in the levels of AMP deaminase (AMPD1) that was confirmed by Western blot, as well as a biochemical activity assay performed on muscle lysate (Fig. 9, E and F, and fig. S7G). AMPD1 levels were rescued by stabilization of Hif1α (Fig. 9B), suggesting that Hif1α directly stimulates production of AMPD1. Consistent with these data, an analysis of the AMPD1 promoter reveals a number of hypoxia response element (HRE) binding sites in the promoter regions in both human and rodent genomes (fig. S7I).

**Fig. 9.**
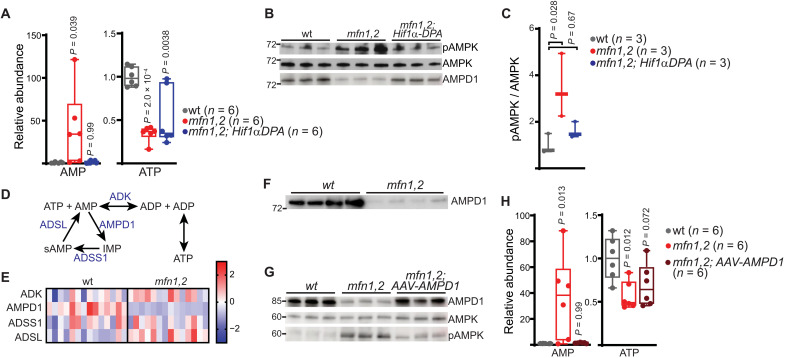
A Hif1α/AMPD1 axis regulates energy status in *mfn1,2* muscle. (**A**) Relative steady-state abundances of AMP and ATP in TA muscles of the indicated genotype. (**B**) Western blot for AMPK, phosphorylated AMPK (pAMPK), and AMPD1 in indicated TA muscle samples. A Coomassie-stained gel is presented in fig. S7E as a loading control. MW markers are indicated in kDa. (**C**) Quantitation of the relative ratios of pAMPK to AMPK. (**D**) Schematic of PNC; metabolites are indicated in black, and enzymes are indicated in blue. sAMP, adenylosuccinate; IMP, inosine monophosphate. (**E**) Heatmap showing *z* scores of protein abundances of the indicated genes in wt and *mfn1,2* muscle, based on proteomics analysis. *n* = 14 animals per genotype. (**F**) AMPD1 levels in wt and *mfn1,2* muscle. A Coomassie-stained blot is presented in Fig. 3D as a loading control. MW markers are indicated in kDa. (**G**) Western blot for AMPK, pAMPK, and AMPD1 in indicated TA muscle samples. A Coomassie-stained blot is presented in fig. S7H as a loading control. MW markers are indicated in kDa. (**H**) Relative steady-state abundances of AMP and ATP in the indicated TA muscle samples. Box and whisker plots were plotted using the Tukey method. All data represent independent measurements from biological replicates. *P* values were calculated by one-way ANOVA (A, C, and H) with adjustments for multiple comparisons.

To test the sufficiency of AMPD1 to affect metabolism in *mfn1,2* muscle, we performed intramuscular injections of AAV (adeno-associated virus) expressing AMPD1 into the TA muscle of mutant mice, which was sufficient to reestablish AMPD1 levels and AMPD1 activity (Fig. 9G and fig. S7G). AAV-mediated expression of green fluorescent protein (GFP) or a catalytically inactive AMPD1 (AMPD1^D648G^) (*39*) did not restore AMPD1 activity (fig. S7G). Reexpression of AMPD1 was sufficient to lower AMP levels and inhibit phosphorylation of AMPK (Fig. 9, G and H). Thus, down-regulation of AMPD1 via Hif1α constitutes a key factor regulating the AMPK status of *mfn1,2* muscle.

### *mfn1,2* animals are dependent on lactate import for survival

Lactate transport can be inhibited via an MCT1-specific inhibitor, AZD3965 (*40*). To verify AZD3965’s activity in *mfn1,2* animals in vivo, we performed [2-^2^H]lactate infusions in animals cotreated with AZD3965, which robustly inhibited lactate import and utilization in affected muscle such that only ~26% of muscle lactate was now derived from import (Fig. 10, A and B). We therefore treated *mfn1,2* animals daily with AZD3965 to assess the importance of lactate import in this disease model. A short-term treatment (3 days) altered the TA muscle metabolome of *mfn1,2* animals, but not wt animals (Fig. 10C). Glycolytic intermediates in *mfn1,2* muscle (including pyruvate and lactate) were largely unaffected by AZD3965 treatment; however, the levels of TCA cycle intermediates was significantly reduced in *mfn1,2* muscle by the inhibition of lactate import (Fig. 10D). These effects were not observed in wt littermates (Fig. 10D). Other organs were largely unaffected by AZD3965 treatment, although we did observe some changes in the levels of glycolytic intermediates (PEP, pyruvate, and lactate) in wt soleus and liver samples (fig. S8A). Together, these data implicate MCT1-mediated lactate import and utilization in *mfn1,2* TA muscle as being required for maintaining steady-state levels of TCA cycle intermediates.

**Fig. 10.**
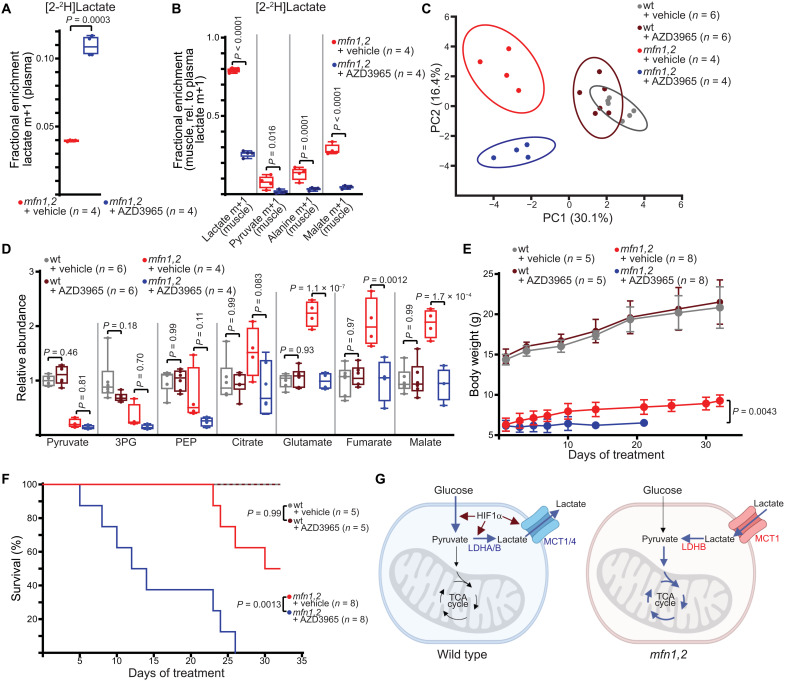
*mfn1,2* animals are dependent on lactate import. (**A**) Plasma labeling of lactate m+1 in steady-state infusion experiments with [2-^2^H]lactate in *mfn1,2* animals treated with vehicle or AZD3965. (**B**) Fractional enrichment of the indicated labeled species in *mfn1,2* muscle from steady-state [2-^2^H]lactate infusion, normalized to plasma lactate m+1 enrichment. (**C**) Principal components analysis of the metabolomes from TA muscle of the indicated genotype and treatment. The percentage of total variance for principal components 1 and 2 (PC1 and PC2) are indicated on the *x* and *y* axes. Ovals represent 95% confidence intervals. (**D**) Relative steady-state abundance of the indicated metabolites in TA muscle. (**E**) Longitudinal measurements of body weight in animals of the indicated genotype and treatment. (**F**) Fractional survival over time for animals of the indicated genotype and treatment. (**G**) Proposed model: In wt animals, Hif1α activity promotes expression of glycolytic genes, resulting in high levels of glucose utilization and lactate excretion. In *mfn1,2* animals, loss of Hif1α results in decreased glycolysis. As a result, lactate contribution to TCA cycle metabolites increases, and animals become dependent on lactate import via MCT1. Box and whisker plots were plotted using the Tukey method. All data represent independent measurements from biological replicates. *P* values were calculated by two-tailed *t* test (A), multiple two-tailed *t* test (B), two-way ANOVA (D and E), and Mantel-Cox test (F) with adjustments for multiple comparisons.

To assess the effects on disease progression, we treated animals with daily administration of AZD3965 beginning at 3 weeks of age. The weight gain of AZD3965-treated *mfn1,2* animals immediately slowed, and their survival was rapidly compromised (Fig. 10, E and F). In contrast, treatments in wt littermates revealed no detrimental effects, consistent with the well-tolerated usage of this inhibitor in other studies (*30*). Thus, *mfn1,2* animals are sensitized to AZD3965 treatment, indicating that their survival and disease progression is dependent on lactate transport via MCT1.

## DISCUSSION

Our analysis of an early-onset animal model of MM revealed an unexpected metabolic finding: Glucose utilization by fast-twitch muscle is reduced in the setting of severe mitochondrial dysfunction (Fig. 10G). This result contrasts with the well-accepted notion of enhanced glycolysis in the setting of mitochondrial deficits, which is largely based on cultured studies. Classically, patients with severe mitochondrial dysfunction and neurological involvement have exhibited lactic acidosis, particularly in the settings of MELAS (mitochondrial encephalopathy, lactic acidosis, and stroke-like episodes) syndrome and Leigh syndrome, and this clinical finding can be representative of increased glycolytic flux (*41*). However, lactic acidosis is not a universal finding in mitochondrial diseases; large-scale studies indicate that only 30 to 50% of patients with mitochondrial disorders have an elevated blood lactate level (*42*, *43*).

While decreased glycolytic activity could be due to a number of reasons, including impaired recycling of NADH to NAD^+^ in the setting of complex I dysfunction, our results indicate that constitutive Hif1α signaling is required to both maintain glycolysis and regulate AMPK activation in severe MM. In particular, a number of Hif1α-regulated transcripts are down-regulated in our animal model and patient biopsy samples. Some “glycolytic” enzymes are not transcriptionally regulated by Hif1α, including GLUT4, LDHB, and MCT1, and these genes were unaffected or up-regulated in our analysis. 

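*Slc2a4*, the gene of GLUT4, was at 59.7 ± 12.3 (SD, *n* = 14) in wt and 55.7 ± 7.52 (SD, *n* = 14) in *mfn1,2* muscle, with a log2 fold change of −0.087 (standard error 0.089, adjusted *P* = 0.403 from limma), and of 0.55 (adjusted *P* = 4.82e-04) in the values as deposited. *Ldhb*, the lactate dehydrogenase subunit of heart and oxidative muscle, was at 28.7 ± 10.4 (SD, *n* = 14) in wt and 146 ± 33.9 (SD, *n* = 14) in *mfn1,2* muscle, a log2 fold change of 2.39 (standard error 0.17, adjusted *P* = 2.88e-13 from limma). *Slc16a1*, the gene of the lactate transporter MCT1, was at 12.6 ± 2.92 (SD, *n* = 14) in wt and 25.7 ± 2.68 (SD, *n* = 14) in *mfn1,2* muscle, a log2 fold change of 1.05 (standard error 0.099, adjusted *P* = 1.69e-10 from limma). Within libraries, the ratio of *Ldhb* to *Ldha* was 0.108 ± 0.0436 (SD, *n* = 14) in wt and 2.15 ± 0.833 in *mfn1,2* muscle, and that of *Slc16a1* to *Slc16a3* was 0.431 ± 0.148 (SD, *n* = 14) in wt and 41.8 ± 35.6 in *mfn1,2* muscle. Both ratios were higher in *mfn1,2* muscle (adjusted *P* = 1.50e-05 for each, 2-sided permutation test, Benjamini-Hochberg over 9 pairs). The mean ratio of 41.8 rests on a low and variable divisor, with *Slc16a3* at 2.37 ± 4.19 (SD, *n* = 14) in *mfn1,2* muscle. The mean of *Slc16a3* there was 0.0924 times that of *Slc16a1*.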

MCT1 and LDHB likely promote lactate import and oxidation, while GLUT4 and HK2 may allow glucose entry for alternative fates, including serine/glycine synthesis and the pentose phosphate pathway. Thus, a surprising role for mitochondrial ETC function in fast-twitch muscle is to control glucose utilization via regulation of Hif1α levels, potentially via alterations in oxygen or ROS levels. Consistent with previous studies, we also observed AMPK activation in this in vivo setting of mitochondrial dysfunction. However, AMPK activation in severe MM is not directly regulated by a loss of mitochondrial function in this model; instead, AMPK activity is tied to the PNC via Hif1α-dependent expression of AMPD1.

The loss of glycolysis in severe MM induces a notable dependence on lactate import (Fig. 10G), an unexpected nutrient dependency that regulates disease progression. Although lactate has been commonly considered a waste product based on in vitro experimentation, it has been appreciated that in vivo lactate constitutes a substantial carbon source for some tissues (*29*, *44*). The precise roles for lactate utilization in vivo in wt animals are still under intense investigation, but the relevance is difficult to formally test as the lactate transporters and processing enzymes (e.g., LDHA, LDHB, MCT1, and MCT4) can display bidirectional activity. In vitro, biochemical analysis suggest that LDHA prefers conversion of pyruvate to lactate, based on an increased affinity for pyruvate, while LDHB operates in the reverse direction (*45*). Similarly, MCT1’s high affinity for lactate suggests that it primarily imports lactate, while MCT4 serves as lactate exporter (*46*). Our *mfn1,2* model, in which LDHA and MCT4 are down-regulated, exhibits increased contribution from lactate import and suggests that the in vivo functions of these enzymes are generally consistent with the measured biochemical parameters. A limitation of this study is that the genetic perturbations in our animal model are limited to fast-twitch muscle fibers, which can have activity-dependent changes in metabolism. These data are largely focused on experiments in sedentary animals, and it will be interesting in the future to examine the metabolic response during various forms of exercise. In addition, an analysis of the metabolic perturbations induced in slow-twitch muscle will be of interest, although a slow-twitch specific Cre driver has yet to be developed. However, we should emphasize that fast-twitch muscle is a common site of pathology and biopsy in early-onset myopathy patients. Thus, our findings emphasize a role for lactate utilization in regulating disease progression and may therefore inform on potential nutrient strategies for patients suffering from early-onset forms of MM.

## MATERIALS AND METHODS

### Animals

All mouse experiments were performed according to protocols approved by the Institutional Animal Care and Use Committee at the University of Texas Southwestern Medical Center (protocol 101597). Experimental and wt littermates were generated as previously described (*19*) by crossing Myl1-Cre;Mfn1^+/−^;Mfn2^+/−^ mice to mDendra^flox/flox^; Mfn1^flox/flox^; Mfn2^flox/flox^ mice. “*mfn1,2*” pups were identified by genotyping as Myl1-Cre; Mfn1^−/flox^; Mfn2^−/flox^, and “wt” pups were identified by genotyping as Mfn1^+/flox^; Mfn2^+/flox^. For introduction of the Hif1αDPA allele, *mfn1,2;Hif1aDPA* mice (Myl1-Cre; Hif1αDPA^flox/flox^; Mfn1^−/flox^; Mfn2^−/flox^) were generated by crossing Myl1-Cre; Hif1dPA^flox/flox^; Mfn1^+/−^; Mfn2^+/−^ mice to Hif1dPA^flox/flox^; Mfn1^flox/flox^; Mfn2^flox/flox^ mice. “*mfn1,2;Hif1αDPA*” pups were identified by genotyping as Myl1-Cre; Hif1aDPA^flox/flox^; Mfn1^−/flox^; Mfn2^−/flox^. Mice were housed on standard chow in small groups on a 12-hour light/12-hour dark cycle. All mice were analyzed at 4 weeks of age, unless otherwise indicated. For transcriptomics, proteomics, and metabolomic screening experiments in Fig. 3, we used age-matched littermates from 4 to 10 weeks of age. Both male and female mice were used in all experiments; where sex-specific differences were not present, male and female mice were analyzed together. For AZD3965 treatments, 4-week-old wt and *mfn1,2* littermates were treated with the MCT1 inhibitor AZD3965 by oral gavage every day (30 mg kg^−1^ body mass in 100 μl of 0.5% promethylcellulose, 0.2% Tween 80, and 5% dimethyl sulfoxide) based on a previous protocol (*30*).

Mice forelimb and hindlimb grip strength was measured by blinded staff at the UT Southwestern Neuro-Models Facility using a wire mesh grid connected to a horizontally aligned force meter (San Diego Instruments). Mice were lifted by their tail and moved toward the top rung of the grid until they tightly gripped the bar with their forelimbs or hindlimbs. Mice were gently pulled away from the bar in a straight line until the grasp was broken and the peak force measurement was recorded. The forelimbs and hindlimbs were tested separately; for each, six trials were repeated per mouse, and the low values were discarded. The average of the remaining force measurements was normalized to body weight.

For treadmill experiments, mice were acclimated to the treadmill (Columbus Instruments) by running 30 min per day for 3 days at slow speeds (1 to 5 m/min). On the fourth day, mice were run on the treadmill for 30 min at 10 m/min. Mice were immediately anesthetized, and TA muscles were rapidly dissected and flash-frozen in liquid nitrogen.

For insulin and glucagon measurements, mice were fasted overnight, and insulin and glucagon were measured in plasma samples using the Ultra Sensitive Mouse Insulin ELISA Kit (Crystal Chem, 90080) or the Mouse Glucagon ELISA Kit (Crystal Chem, 81518), following the manufacturer’s instructions. For glucose tolerance testing, fasted mice were gavaged with d-glucose (2 g/kg body weight). Plasma glucose levels were measured from tail vein blood using a glucose monitor (Contour). For insulin tolerance testing, fasted mice were intraperitoneally injected with Humulin R Insulin [0.5 U/kg diluted in saline + 0.1% bovine serum albumin (BSA); Fisher Scientific, NC1415864], followed by plasma glucose measurements as above.

### Oxygen consumption measurements

Isolated mitochondria from TA muscles were prepared by differential centrifugation as previously described (*47*). Oxygen consumption measurements were performed in a Seahorse XFe96 instrument based on a previously published protocol (*48*). Briefly, 1 μg of isolated mitochondria was plated per well in mitochondrial isolation buffer [10 mM Hepes, 70 mM sucrose, 220 mM mannitol, 1 mM EGTA, and 5 mM MgCl_2_ (pH7.2)], followed by supplementation with isolation buffer + 10 mM glutamate and 2 mM malate. Each measurement was performed for 3 min at 37°C after a 3-min mixing period. Sequential injections of ADP (final concentration, 4 mM), oligomycin (final concentration, 2 μM), carbonyl cyanide 3-chlorophenylhydrazone (CCCP) (final concentration, 1 μM), and antimycin (final concentration, 1 μM) were performed. State 3 (following ADP injection) and state 4o (following oligomycin injection) were calculated after baseline subtraction (from wells with no mitochondria). The respiratory control ratio was calculated as the state 3 respiration divided by the state 4o respiration.

### Histologic analysis of muscle tissue

TA muscles were rapidly dissected under anesthesia and then immediately frozen in liquid nitrogen–cooled 2-methylbutane (Sigma-Aldrich, M32631) before being embedded into an optimal cutting temperature compound (Thermo Fisher Scientific, 23-730-571). Sections (10 μm) were cut on a cryostat (Leica, CM3050S). For COX and SDH activity staining, slides were stained based on standard operating protocols (https://neuromuscular.wustl.edu/pathol/histol/cox.htm; https://neuromuscular.wustl.edu/pathol/histol/SDH.pdf) and imaged using an Olympus IX83 microscope. For fiber-type analysis, sections were blocked with 10% goat serum (Fisher Scientific, 16-210-064) in PBST [0.25% Triton X-100 in phosphate-buffered saline (PBS)] for 1 hour at room temperature, followed by incubation with anti–myosin heavy chain type I (BA-D5, Developmental Studies Hybridoma Bank), anti–myosin heavy chain type IIa (SC-71, Developmental Studies Hybridoma Bank), anti–myosin heavy chain type IIb (BF-F3, Developmental Studies Hybridoma Bank), and anti-laminin (Sigma-Aldrich, L9393) antibodies overnight at 4°C. Alexa Fluor 594 goat anti-mouse immunoglobulin G1 (IgG1) (Invitrogen, A21125), Alexa Fluor 647 goat anti-mouse IgG2b (Invitrogen, A21242), Alexa Fluor 488 goat anti-rabbit IgG (H+L) (Invitrogen, A11034), and DyLight 405 goat anti-mouse IgM (Jackson ImmunoResearch, 115-474-075) secondary antibodies were then added for 1 hour at room temperature before the slides were mounted and imaged using a Zeiss Axioscan Z1 microscope.

Hypoxia in muscles of wt and *mfn1,2* mice were detected using the Hypoxyprobe-Red549 Kit (HPI, HP7-XXX) according to the manufacturer’s instructions. Mice were administered with Hypoxyprobe (Hypoxyprobe-1; 60 mg/kg) via retro-orbital injection. TA muscles were harvested and frozen after 90 min. Cryosections (10 μm) were fixed with 4% paraformaldehyde (10 min) and then were blocked with 10% goat serum (Fisher Scientific, 16-210-064) in PBST (0.25% Triton X-100 in PBS) for 1 hour at room temperature, followed by incubation with mouse anti-pimonidazole antibody conjugated to DyLight 549 overnight at 4°C. Cryosections were then rinsed with PBS and incubated with DAPI (4′,6-diamidino-2-phenylindole) (Sigma-Aldrich, D9542) and Alexa Fluor 488–conjugated Wheat Germ Agglutinin (Thermo Fisher Scientific, W11261). Slides were scanned with an LSM 880 confocal microscope (Zeiss).

### In situ muscle force measurements

TA muscle force was measured using the following protocol (http://treat-nmd.eu/downloads/file/sops/dmd/MDX/DMD_M.2.2.005.pdf) in animals at 4 weeks of age. Mice were anesthetized with isoflurane, and the sciatic nerve was exposed in the posterolateral thigh and clamped to a custom electrode. The distal tendon of the TA muscle was exposed, severed, and attached to a force transducer via a suture (Grass Instruments, #FT03-E). During measurement, the TA muscle and nerve were kept moist with 37°C saline. The TA muscle was stimulated via the sciatic nerve using a pulse generator (Siglent Technologies, #SDG2042X). A digital acquisition board (DATAQ Instruments, #DI-1110) recorded the force output using WinDaq software (v.3.0.7). The muscle length was optimized to achieve maximal force, followed by optimization of supramaximal stimulation voltage (typically 3 to 4 V) and pulse duration (typically 0.3 to 0.4 ms). Maximal twitch force was collected for five to six trials and was normalized by muscle weight. Following measurement of twitch force, the muscle was stimulated at 120 Hz at supramaximal stimulation to collect tetanic force output. Data were analyzed and plotted in MATLAB (MathWorks Inc.).

### Ex vivo muscle glycolysis experiments

TA muscles were rapidly dissected from mice under anesthesia and immediately transferred to six-well plates containing 2 ml of glucose-free Dulbecco’s modified Eagle’s medium (Thermo Fisher Scientific, 11966025) supplemented with 10 mM [1,6-^13^C]glucose (Cambridge Isotope Laboratories, CLM-2717). At specific time points (0, 10, 30, 60, 120, and 180 min), 20 μl of medium was removed and added to 1 ml of 80% MeOH spiked with 200 nmol of [U-^13^C]lactate. Samples were vortexed and centrifuged at 13,000*g* for 10 min at 4°C. The supernatant was collected and dried down by SpeedVac, followed by derivatization and analysis by gas chromatography–mass spectrometry (GC-MS) (detailed below). To calculate the nanomoles of m+1 lactate present in the medium sample, the m+1 lactate peak area was normalized to the area of the spiked m+3 lactate peak.

### In vivo isotope tracing

All in vivo isotope tracing experiments were performed in conscious mice after overnight fasting using previously published protocols that did not disturb plasma levels of each infused metabolite (*24*, *27*, *28*, *30*). On the morning of the experiment, catheters (Braintree Scientific, MRE-KIT 025) were surgically implanted into the right external jugular vein of mice. For steady-state euglycemic infusion of [U-^13^C]glucose, a total dose of 8 g/kg body mass (dissolved in 1000 μl of saline) was continuously infused at 2.5 μl min^−1^ (total infusion time of 5 hours). For measurements of F_circ_glucose, [U-^13^C]glucose was infused at 3.6 mg min^−1^ kg^−1^ (0.1 μl min^−1^ g^−1^ of a 200 mM solution) for 2.5 hours. For steady-state infusion of [^13^C3,^15^N]alanine, a total dose of 162 mg/kg alanine was continuously infused at 0.05 μl min^−1^ g^−1^ over 3 hours. For steady-state infusion of [U-^13^C]lactate, a total dose of 1.44 g/kg dissolved in 750 μl of saline was infused over 10 min in 150 μl of saline, followed by a continuous infusion of 0.0048 mg/g body mass per minute for 3 hours in 360 μl of saline. For steady-state infusion of [2-^2^H]lactate, a total dose of 1.44 g/kg dissolved in 750 μl of saline was continuously infused at 2 μl/min over 4 hours. For infusions in the presence of AZD3965, a working solution of AZD3965 was first made (200 μM AZD3965 in 950 μl of saline and 50 μl of βcyclodextrin), and the total dose of 1.44 g/kg was dissolved in 750 μl of the working solution. At the end of the infusion, mice were anesthetized and tissue was immediately harvested, snap-frozen in liquid N_2_, and stored at −80°C before GC-MS analysis. For short-term glucose utilization measurements, a single dose of 2 g/kg body mass [U-^13^C]glucose was delivered by oral gavage, mice were anesthetized, and tissue was harvested for analysis 1 hour later.

### Metabolite MS analysis

Isotope enrichments in glycolytic and TCA cycle metabolites were quantitated by GC-MS. Muscle samples were homogenized using an electronic tissue disruptor (Qiagen) in ice-cold 80:20 methanol:water (v/v), followed by three freeze-thaw cycles in liquid nitrogen. The supernatant was collected after a 10 min centrifugation at 13,000*g* at 4°C and dried down overnight in a SpeedVac instrument. For plasma and medium analysis, 20 to 40 μl of plasma or medium were added to 80:20 methanol:water and then dried down using SpeedVac (Thermo Fisher Scientific). Dried metabolites were derivatized to form methoxime-tert-butyldimehtylsilyl (TBDMS) adducts by incubating with 1% methoxyamine hydrochloride (Sigma-Aldrich) in pyridine at 70°C for 15 min, followed by the addition of *N*-*tert*-butyldimethylsiyl-*N*-methyltrifluoroacetamide (Sigma-Aldrich, 1014) for 1 hour. One microliter of aliquots was injected for analysis. Samples were analyzed using either an Agilent 6890 or an Agilent 7890 gas chromatograph coupled to an Agilent 5973N or 5975C Mass Selective Detector, respectively. The observed distributions of mass isotopologs were corrected for natural abundance (*49*).

For liquid chromatography–tandem mass spectrometry (LC-MS/MS) analysis of steady-state metabolite levels, muscle samples (~20 mg) were pulverized with a mortar and pestle on liquid nitrogen (H37260-0100, Bel-Art Products), collected in 80% methanol, and subjected to three freeze-thaw cycles in liquid nitrogen. For plasma analysis, 20 μl of samples was extracted with 0.2 ml of cold acetone. Protein precipitates were removed by centrifugation. Data acquisition was performed by reversed-phase chromatography on a 1290 UHPLC LC system interfaced to a high-resolution MS 6550 iFunnel Q-TOF mass spectrometer (Agilent Technologies, CA). The MS was operated in both positive and negative [electrospray ionization (ESI)^+^ and ESI^−^] modes. Analytes were separated on an Acquity UPLC HSS T3 column (1.8 μm, 2.1 mm × 150 mm; Waters, MA). The column was kept at room temperature. Mobile phase A composition was 0.1% formic acid in water, and mobile phase B composition was 0.1% formic acid in 100% acetonitrile (ACN). The LC gradient was 0 min: 1% B; 5 min: 5% B; 15 min: 99% B; 23 min: 99% B; 24 min: 1% B; and 25 min: 1% B. The flow rate was 250 μl min^−1^. The sample injection volume was 5 μl. ESI source conditions were set as follows: dry gas temperature of 225°C and flow of 18 liters min^−1^, fragmentor voltage of 175 V, sheath gas temperature of 350°C and flow of 12 liters min^−1^, nozzle voltage of 500 V, and capillary voltage of +3500 V in positive mode and −3500 V in negative mode. The instrument was set to acquire over the full *m*/*z* (mass/charge ratio) range of 40 to 1700 in both modes, with the MS acquisition rate of 1 spectrum s^−1^ in profile format. Raw data files were processed using Profinder B.08.00 SP3 software (Agilent Technologies, CA) with an in-house database containing retention time and accurate mass information on 600 standards from Mass Spectrometry Metabolite Library (IROA Technologies, MA), which was created under the same analysis conditions. The in-house database matching parameters were mass tolerance of 10 parts per million (ppm) and retention time tolerance of 0.5 min. Peak integration result was manually curated in Profinder. Metabolite abundances were normalized by total ion count (TIC) for each sample. Principal components analysis was performed using MATLAB (MathWorks).

NAD(P)^+^/NAD(P)H was measured as previously described (*18*). Briefly, ~20 mg of tissue was homogenized on ice in cold 40:40:20 (ACN:methanol:water) with 0.1 M formic acid buffer. The samples were vortexed, chilled, quenched with 15% ammonium bicarbonate, and centrifuged to pellet protein precipitates. Supernatants were diluted in 10 mM ammonium bicarbonate, and ^15^N_5_-AMP (Sigma-Aldrich, 662658) was added as an internal standard and injected onto a Sciex 6500 Qtrap using a reversed-phase ion pairing method. Pelleted protein was lysed and quantified using the DC protein assay (Bio-Rad 5000112).

### Proteomics analysis of muscle tissue

Thirty micrograms of muscle protein homogenates was solubilized in 1× SDS buffer and then loaded onto a 4 to 15% Mini-PROTEAN TGX precast protein gel, followed by SDS–polyacrylamide gel electrophoresis (SDS-PAGE) separation. The gels were stained with Coomassie Blue, and gel slices were excised into 1 mm^3^ cubes. Following procedures previously described in (*50*), gel slices were digested overnight with trypsin (Pierce, 90058), following reduction and alkylation with dithiothreitol and iodoacetamide (Sigma-Aldrich, I6125). The samples then underwent solid-phase extraction cleanup with an Oasis HLB plate (Waters), and the resulting samples were injected onto an Orbitrap Fusion Lumos mass spectrometer coupled to an Ultimate 3000 RSLC-Nano LC system. Samples were injected onto a 75-μm-internal-diameter, 75-cm-long EasySpray column (Thermo Fisher Scientific) and eluted with a gradient from 0 to 28% buffer B over 90 min. Buffer A contained 2% (v/v) ACN and 0.1% formic acid in water, and buffer B contained 80% (v/v) ACN, 10% (v/v) trifluoroethanol, and 0.1% formic acid in water. The mass spectrometer was operated in a positive ion mode with a source voltage of 1.8 kV and an ion transfer tube temperature of 275°C. MS scans were acquired at 120,000 resolution in the Orbitrap, and up to 10 MS/MS spectra were obtained in the ion trap for each full spectrum acquired using higher-energy collisional dissociation for ions with charges 2 to 7. Dynamic exclusion was set for 25 s after an ion was selected for fragmentation. Raw MS data files were analyzed using Proteome Discoverer v2.4 SP1 (Thermo Fisher Scientific), with peptide identification performed using Sequest HT searching against the mouse protein database from UniProt. Fragment and precursor tolerances of 10 ppm and 0.6 Da were specified, and three missed cleavages were allowed. Carbamidomethylation of Cys was set as a fixed modification, with oxidation of Met set as a variable modification. The false discovery rate (FDR) cutoff was 1% for all peptides. Protein abundances were normalized by TIC. Unsupervised hierarchical clustering was performed using MATLAB (MathWorks), and statistical significance was assessed by multiple *t* tests (GraphPad Prism). Gene ontology analysis was performed using DAVID software (https://david.ncifcrf.gov/).

### DNA isolation and analysis

Frozen muscle samples were homogenized with a handheld homogenizer in very short bursts, and total DNA was purified using phenol-chloroform extraction. The mtDNA copy number was quantitated by quantitative PCR (qPCR) using primers specific to mouse mtDNA and nuclear DNA (nDNA), and the ratio was calculated using the 2^−ΔΔCT^ method (*51*). Long-range PCR over the mitochondrial genome was performed using the Expand Long Template PCR system (Sigma-Aldrich, 11681834001), following the manufacturer’s instructions. Samples were visualized on a 0.5% agarose gel.

### RNA isolation and RT-qPCR analysis

Frozen muscle samples were homogenized with a handheld homogenizer in very short bursts. Total RNA was isolated using the RNeasy Fibrous Tissue Mini Kit (QIAGEN, 74704). Reverse transcription qPCR (RT-qPCR) was performed in duplicate with the Luna Universal One-Step RT-qPCR Kit (New England Biolabs, E3005L) using the CFX384 Touch Real-Time PCR Detection System (Bio-Rad Laboratories). The mRNA level in each sample was normalized to the level of the Actinb gene transcript, and amplification specificity was assessed using melting curve analysis. Relative expression levels were calculated using the 2^−ΔΔCt^ method (*51*).

### RNA-seq and data analysis

The RNA-seq library was prepared using the SMARTer Stranded Total RNA Sample Prep Kit (Takara Bio) following the manufacturer’s protocol. Amplified libraries were purified using AMPure XP beads (Beckman Coulter), quantified, and sequenced (1 × 75 base pairs) on an Illumina NextSeq 500 system. Sequencing analysis was performed using the BICF RNASeq Analysis Workflow (ssh:///BICF/Astrocyte/rnaseq.git). Normalized transcript values and statistical analysis were calculated using DESEQ2. Gene ontology analysis was performed using DAVID software (https://david.ncifcrf.gov/).

### LDH isoenzyme characterization

Muscle lysates were homogenized in liquid nitrogen and then resuspended in lysis buffer from the Lactate Dehydrogenase Staining Kit (Biomedical Research Service Center E-106) and loaded onto 7.5% Native gel (Bio-Rad, 4561023). Electrophoresis was conducted for 120 min at 120 V in 5 mM tris-HCl and 40 mM glycine (pH 9.5) running buffer. Gels were then transferred to polyvinylidene difluoride (PVDF) membranes via semidry transfer and blotted with an antibody against LDHA (Proteintech, 21799-1-AP).

### AAV intramuscular infections

Complementary DNAs (cDNAs) for murine AMPD1, AMPD1^D648G^, or GFP were cloned in the px700 vector (modified from Addgene 85741 by replacing the U6-EF1α-EYFP region with a CMB promoter). AAVpro cells (8 × 10^6^) (Takara Bio, 632273) were transfected with 12 μg of pAdDeltaF6 (Addgene, 112867), 6 μg of pAAV2/9n (Addgene, 112865), and 6 μg of pX700 using PEI MAX (Polysciences, 24765-1). Viral supernatant was collected 4 days after transfection, purified by ultracentrifugation using an iodixanol gradient, and then concentrated using a 100-kDa ultracentrifugal filter (Amicon UFC810024). AAV titers were quantified by qPCR. Intramuscular injection of *mfn1,2* mice was performed at 3 weeks of age using 10 μl of solution at a total dose of 5 × 10^10^ viral genomes. Tissue was harvested 3 weeks after injection for analysis.

### AMPD activity assay

TA muscle lysates were subjected to two rounds of freeze-thaw cycle, resuspended in ice-cold deionized water, and used directly for quantification of AMPD activity, according to the manufacturer’s instructions (Creative BIOMART, kit 0875). The enzymatic activity of AMPD1 was monitored at 340 nm every 1 min at 37°C for 1 hour using a SpectraMax iD3 plate reader (Molecular Devices).

### Western blot analysis

Protein lysates were homogenized in liquid nitrogen, resuspended in radioimmunoprecipitation assay buffer (Thermo Fisher Scientific, 89901), and run on precast SDS-PAGE gels (Bio-Rad, 4561093DC). The gels were then transferred to PVDF membranes (Millipore, 4729) using a semidry transfer system (Bio-Rad, 1704150) in transfer buffer [25 mM tris and 192 mM glycine (pH8.3) with 20% methanol (v/v)]. Membranes were blocked in 5% (w/v) BSA in Tris-buffered saline with 0.1% Tween 20 (TBS-T) buffer for 1 hour. Primary antibodies were incubated with membranes for 2 hours at room temperature, washed three times with TBS-T buffer, and then incubated with secondary antibody for 1 hour at room temperature. Membranes were incubated with ECL Western HRP substrate (Millipore, WBKLS0500) and detected using an Amersham ImageQuant 800 instrument. Because of the large number of protein changes between the two genotypes, we chose to normalize the Western blot intensity by total protein amounts (*52*) as follows: After immunodetection, membranes were washed with TBS-T and stained using the Pierce MemCode Reversible Protein Stain Kit for Western blotting (Thermo Fisher Scientific, 24585) according to the manufacturer’s instructions. Alternatively, gels were stained for total protein using the Colloidal Blue Staining Kit (Thermo Fisher Scientific, LC6025). Membranes/gels were scanned using an Amersham ImageQuant 800 instrument, and staining intensity for each lane was calculated using ImageJ. The following antibodies were used: MCT1 (Proteintech, 20139-1-AP), MCT4 (Proteintech, 22787-1-AP), LDHA (Proteintech, 21799-1-AP), LDHB (Proteintech, 14824-1-AP), AMPD1 (Proteintech, 19780-1-AP), AMPK (Cell Signaling Technology, 2532S), pAMPK (Cell Signaling Technology, 2535 T), GAPDH (Proteintech, HRP-60004), HIF1α (Novus Biologicals, NB100-479), Hif2α (Novus Biologicals, NB100-122), OH-P564 HIF1α (Cell Signaling Technology, 3434S), PGAM2 (Proteintech, 15550-1-AP), Tomm20 (11802-1-AP), PFKM (Proteintech, 550281-1-AP), PGM1 (Proteintech, 15161-AP), PHKA1 (Proteintech 24279-1-AP), and PHKG2 (Proteintech, 151091-AP).

### Analysis of human biopsy sample data

Microarray data from four TK2-deficient patients and three controls collected by Kalko *et al*. (*25*) were downloaded from the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) (accession GSE43698) and analyzed using GEO2R (https://ncbi.nlm.nih.gov/geo/geo2r/) to calculate fold changes and *P* values (reported in table S3). Significantly down-regulated proteins were identified by log_2_(fold change) < −1 and *P* < 0.05. Gene ontology analysis for Biological Processes (BP direct) was performed using DAVID software (https://david.ncifcrf.gov/).

RNA-seq data from five RIRCD patient muscle samples and six control muscle samples and proteomics data from three RIRCD muscles and three control muscles collected by Hathazi *et al*. (*26*) were directly downloaded at https://doi.org/10.15252/embj.2020105364. Significantly down-regulated transcripts or proteins were identified by log_2_(fold change) < −1 and adjusted *P* < 0.05. Gene ontology analysis for Biological Processes (BP) was performed using DAVID software (https://david.ncifcrf.gov/).

### Statistical analysis

All data are from biological replicates and represented either as mean and SDs or via box and whisker plots using the Tukey method. No statistical tests were used to predetermine sample size. Animals were randomly allocated into experimental groups. No blinding or masking of samples was performed. Datasets for each group of measurement were tested for normality using the Shapiro-Wilk test. If the data were not normally distributed, the data were log-transformed and retested for normality. For normally distributed data, groups were compared using the two-tailed Student’s *t* test (for two groups) or one-way analysis of variance (ANOVA) or two-way ANOVA (>2 groups), followed by Tukey’s or Dunnett’s test for multiple comparisons. For data that were not normally distributed, we used nonparametric testing (Mann-Whitney or Kolmogorov-Smirnov tests for two groups and Kruskal-Wallis test for multiple groups), followed by Dunn’s multiple comparisons adjustment. For metabolomics and proteomics datasets, abundances were compared by multiple *t* tests, followed by Bonferroni correction of *P* values. Proteomics and metabolomics analysis were performed once using biological replicates (individual mice); for other experiments, multiple (two to four) independent experiments with biological replicates (individual mice) were performed for reported data, and the number of biological replicates is indicated in the figures. No data were excluded.

## Notes

View/request a protocol for this paper from *Bio-protocol*.

# Supplementary material for: Lactate metabolism is essential in early-onset mitochondrial myopathy
**Source:** Sci Adv. 2023 Jan 4;9(1):eadd3216. doi: 10.1126/sciadv.add3216
**Supplement:** Supplementary file 1 — Figs. S1 to S8

Supplementary Materials for
Lactate metabolism is essential in early-onset mitochondrial myopathy

Zhenkang Chen *et al.*

Sci. Adv. **9**, eadd3216 (2023)
DOI: 10.1126/sciadv.add3216

The PDF file includes:

Figs. S1 to S8
Legends for tables S1 to S3

Other Supplementary Material for this manuscript includes the following:

Tables S1 to S3

Figure S1

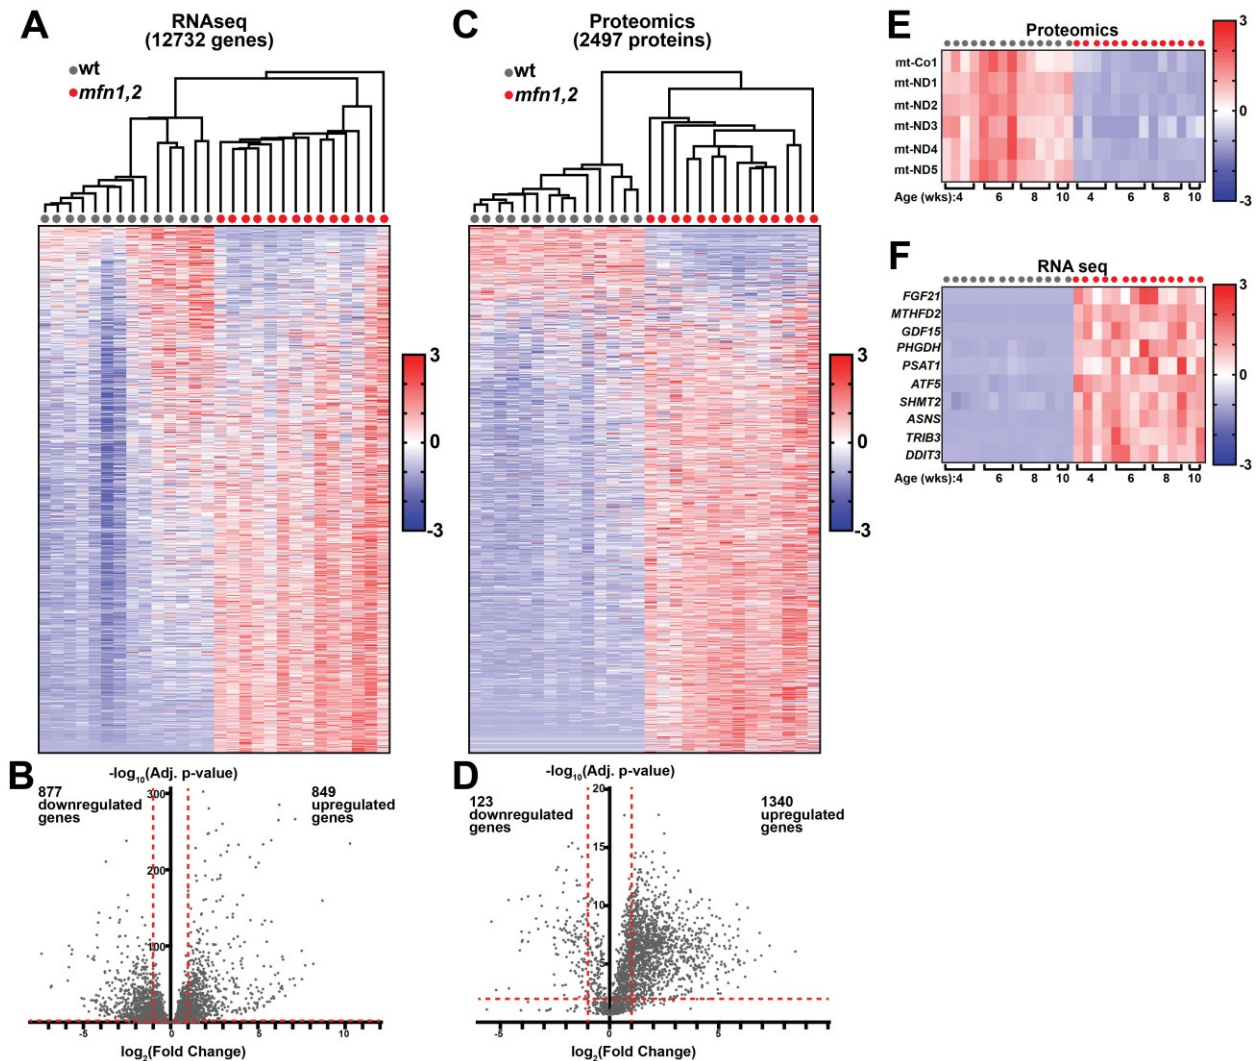

Fig. S1. RNAseq and proteomic differences in wild-type and *mfn1,2* muscle. (A) Unsupervised hierarchical clustering of normalized RNAseq values of transcripts in wt and *mfn1,2* muscle. Heatmaps of z-scores are presented. n=14 animals per genotype. (B) Volcano plot of gene expression changes in *mfn1,2* vs. wt muscle, based on RNAseq analysis. $\log_2(\text{Fold Change})$ is plotted against the $-\log_{10}(\text{adjusted p-value})$ for each gene. The numbers of significantly upregulated and downregulated genes are indicated. (C) Unsupervised hierarchical clustering of normalized proteomics values of individual proteins in wt and *mfn1,2* muscle. Heatmaps of z-scores are presented. n=14 animals per

genotype. **(D)** Volcano plot of protein abundance changes in *mfn1,2* vs. wt muscle, based on RNAseq analysis. $\text{Log}_2(\text{Fold Change})$ is plotted against the $-\log_{10}(\text{adjusted p-value})$ for each gene. The numbers of significantly upregulated and downregulated genes are indicated. **(E)** Protein abundances for mtDNA-encoded genes in wild-type and *mfn1,2* muscle of indicated ages are presented as a heatmap of z-scores. **(F)** Transcript abundances for ISR^{mt} genes in wild-type and *mfn1,2* muscle of indicated ages are presented as a heatmap of z-scores. All data represent independent measurements from biological replicates. P-values were calculated by multiple two-tailed t-tests (B,D) with adjustments for multiple comparisons.

Figure S2

A

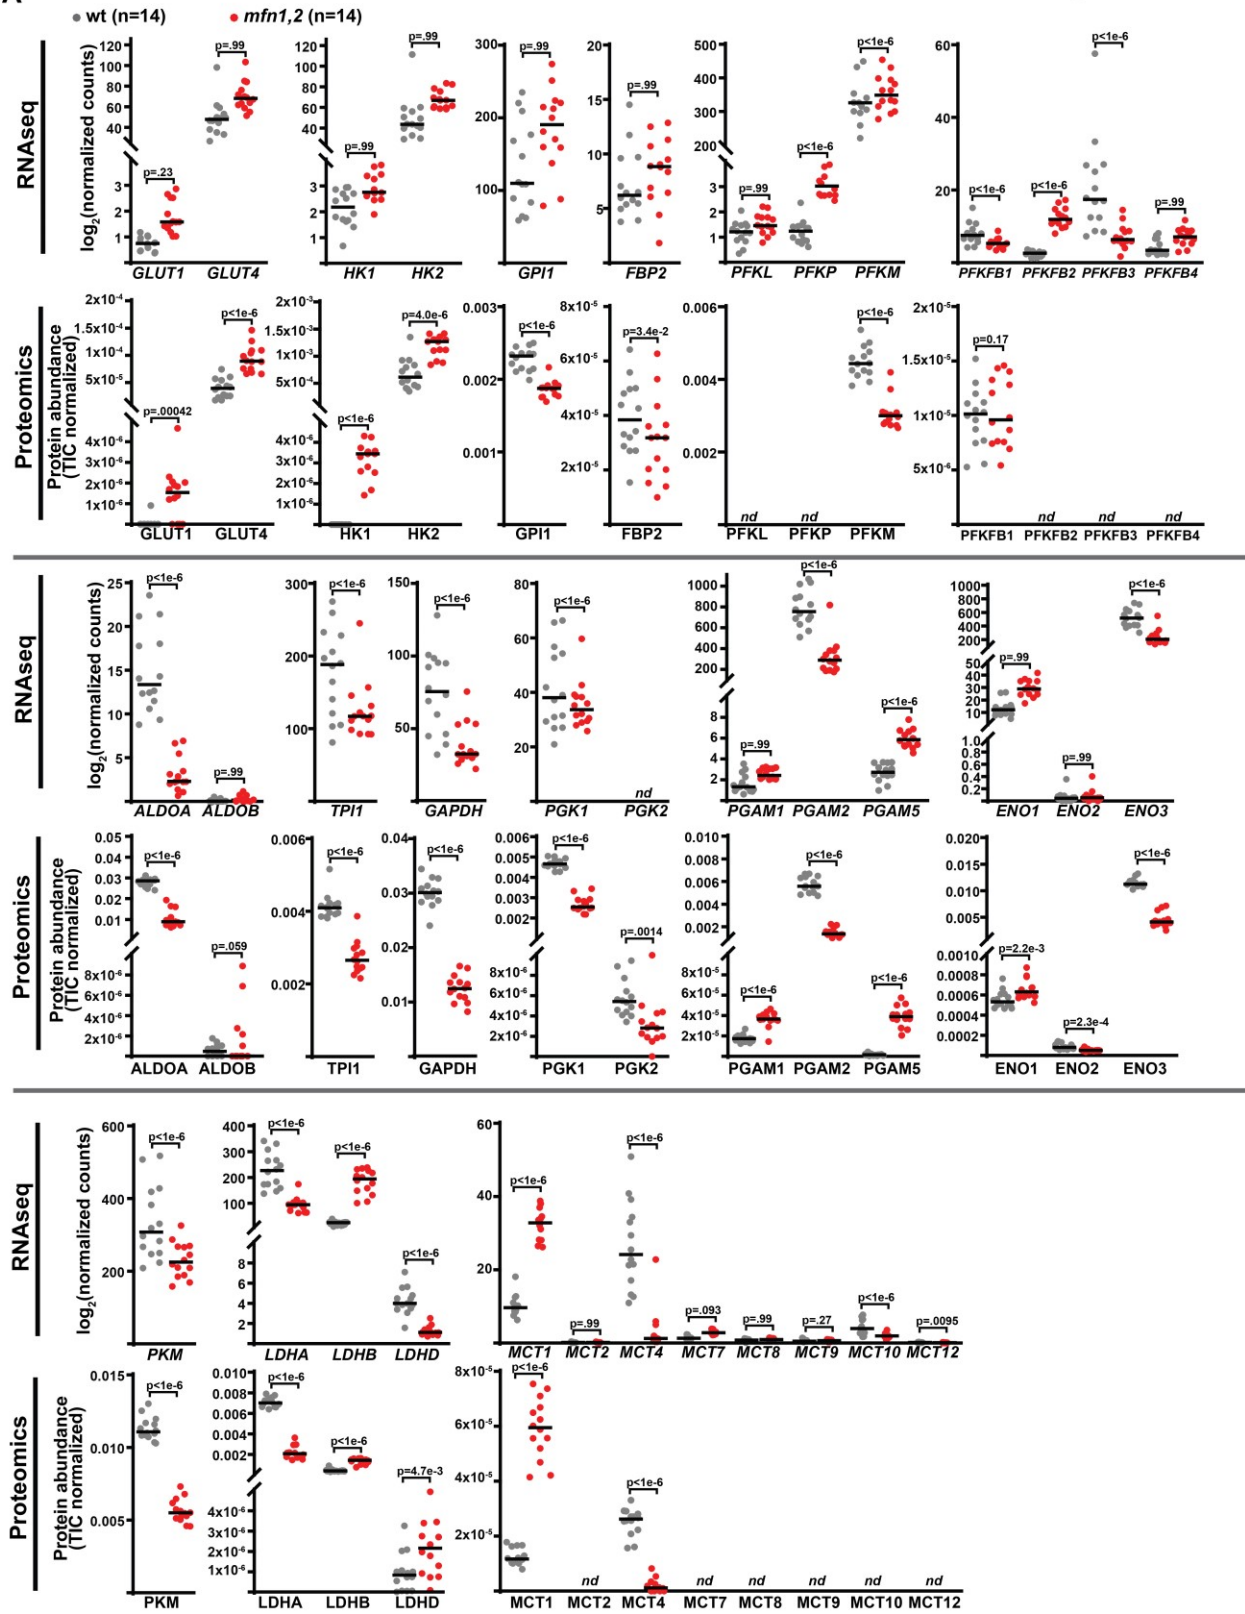

Fig. S2. Levels of glycolytic enzymes in wild-type and *mfn1,2* TA muscle. (A) Log transformed transcript levels (Deseq2 normalized from RNAseq datasets) and Total Ion Count (TIC)-normalized protein abundances (from proteomics datasets) are presented for major muscle and alternative isoforms of glycolytic enzymes. P-values were calculated by multiple two-tailed t-tests (A) with adjustments for multiple comparisons.

Figure S3

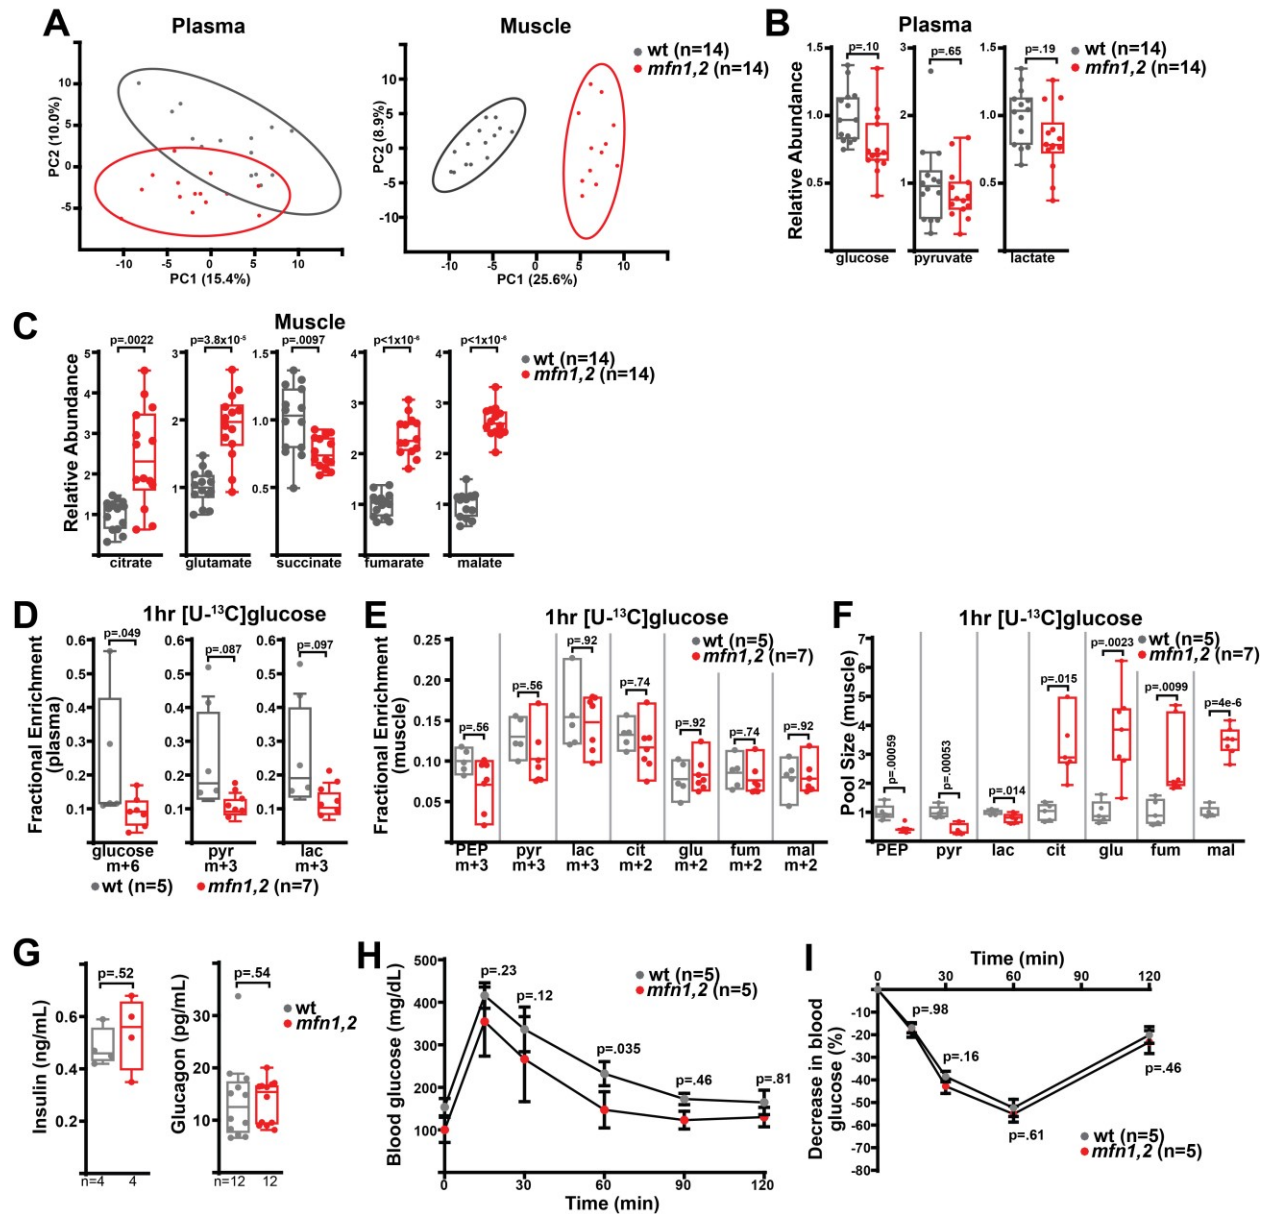

Fig. S3. Altered glucose utilization in *mfn1,2* muscle. (A) Principal component analysis of the plasma and TA muscle metabolomes from wt and *mfn1,2* animals. The percentage of total variance for principal components 1 and 2 (PC1 and PC2) are indicated on the x and y-axis. Ovals represent 95% confidence intervals. (B) Relative abundance of the indicated metabolites in plasma from wt and *mfn1,2* animals. (C) Relative abundance of the indicated TCA cycle metabolites in TA muscle from wt and *mfn1,2* animals. (D) Fractional enrichment of 1hr [U-¹³C]glucose in plasma from wt and *mfn1,2* animals. (E) Fractional enrichment of 1hr [U-¹³C]glucose in muscle from wt and *mfn1,2* animals. (F) Pool size of 1hr [U-¹³C]glucose in muscle from wt and *mfn1,2* animals. (G) Insulin and Glucagon levels in wt and *mfn1,2* animals. (H) Blood glucose levels over time in wt and *mfn1,2* animals. (I) Decrease in blood glucose over time in wt and *mfn1,2* animals.

mfn1,2 animals. **(D)** Fractional enrichment of the indicated label species in plasma of the indicated genotype, following a 1 hr [U-¹³C]glucose challenge. **(E)** Fractional enrichment of the indicated label species in muscle of the indicated genotype, following a 1 hr [U-¹³C]glucose challenge. **(F)** Total pool sizes (normalized to wild-type levels) of the indicated label species in muscle of the indicated genotype, following a 1 hr [U-¹³C]glucose challenge. **(G)** Plasma insulin and glucagon levels from fasted mice of the indicated genotypes. **(H)** Blood glucose following an oral glucose challenge (Glucose tolerance test) in fasted mice of the indicated genotypes. **(I)** Blood glucose following an insulin injection (Insulin tolerance test) in fasted mice of the indicated genotypes. In all panels, wild-type data are represented in gray, and *mfn1,2* data are represented in red. Box and whisker plots were plotted using the Tukey method. All data represent independent measurements from biological replicates. P-values were calculated by multiple two-tailed t-test (B-F), two-tailed t-test (G) or two-way ANOVA (H,I), with adjustments for multiple comparisons.

Figure S4

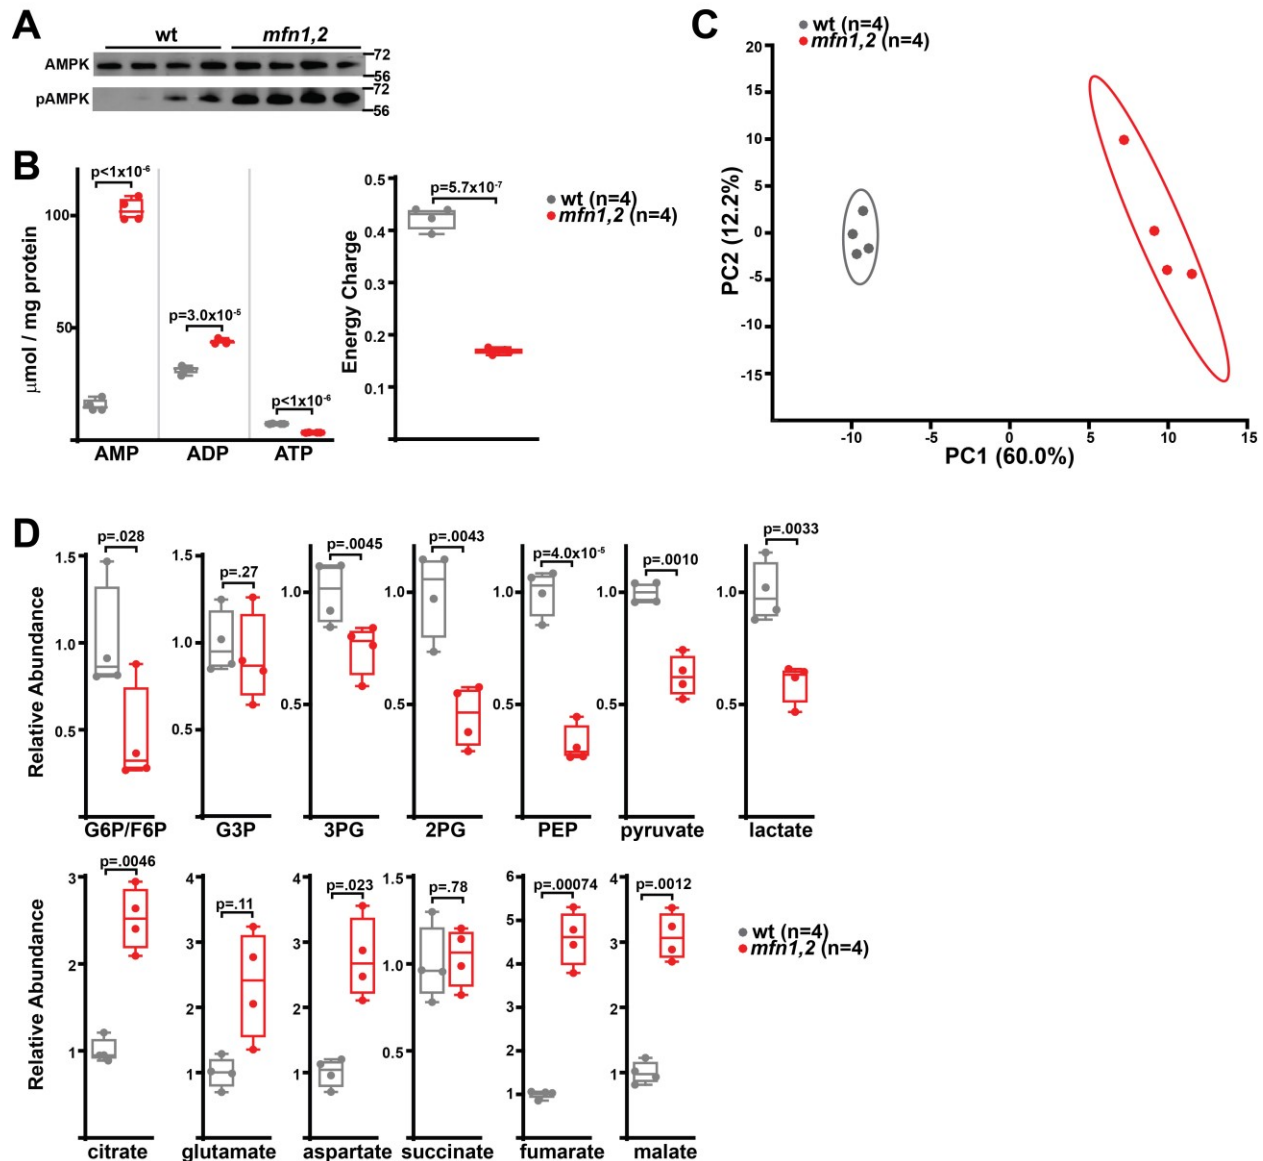

Fig. S4. Metabolic differences in exercised wild-type and *mfn1,2* mice. (A)

Representative western blot for AMPK and phosphorylated AMPK (pAMPK) in indicated muscle samples from exercised mice. MW markers are indicated in kD. **(B)** On the left, absolute levels of AMP, ADP and ATP in wild-type and *mfn1,2* muscle of exercised mice, normalized to total protein amount. On the right, the energy charge ($[ATP] + 1/2[ADP] / ([ATP] + [ADP] + [AMP])$) in wild-type and *mfn1,2* muscle of exercised mice. **(C)** Principal component analysis of the TA muscle metabolome from wt and *mfn1,2*

exercised animals. The percentage of total variance for principal components 1 and 2 (PC1 and PC2) are indicated on the x and y-axis. Ovals represent 95% confidence intervals. **(D)** Relative abundance of the indicated glycolytic and TCA cycle metabolites in TA muscle from wt and *mfn1,2* exercised animals. In all panels, wild-type data are represented in gray, and *mfn1,2* data are represented in red. Box and whisker plots were plotted using the Tukey method. All data represent independent measurements from biological replicates. P-values were calculated by multiple two-tailed t-test (B,D) or two-tailed t-test (B), with adjustments for multiple comparisons.

Figure S5

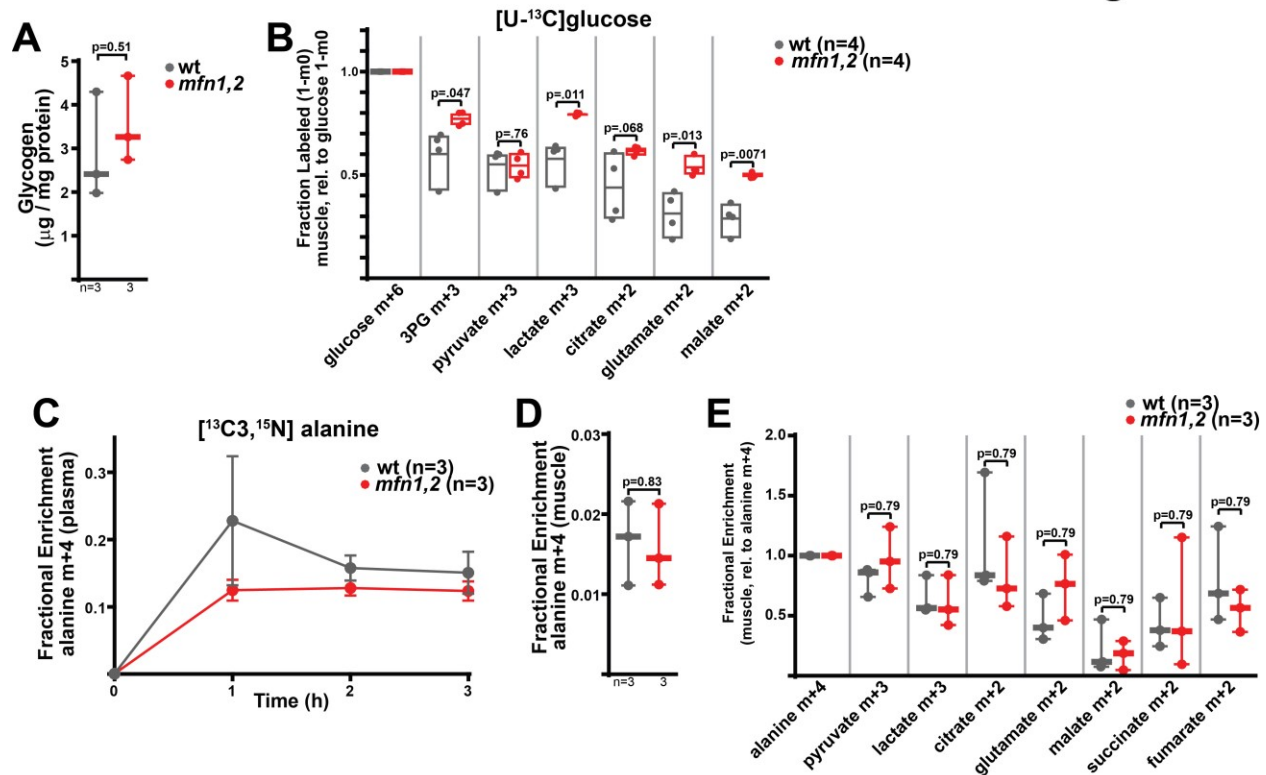

Fig. S5. Glucose and alanine utilization in wt and *mfn1,2* muscle. (A) Absolute levels of glycogen in wt and *mfn1,2* TA muscle, normalized to total protein content. (B) Total fractional enrichment (1-m0) of the indicated species in muscle from steady-state [U-¹³C]glucose infusion. Data are normalized to total muscle glucose enrichment (1-m0) values. (C) Plasma labeling of alanine m+4 in steady-state infusion experiments with [¹³C₃,¹⁵N]alanine. (D) Alanine m+4 enrichment in muscle from steady-state [¹³C₃,¹⁵N]alanine infusions. Same color scheme as C. (E) Fractional enrichment of the indicated labeled species in muscle from steady-state [¹³C₃,¹⁵N]alanine infusion. Data are normalized to muscle alanine m+4 enrichment values. In all panels, wild-type data are represented in gray, and *mfn1,2* data are represented in red. Box and whisker plots were plotted using the Tukey method. All data represent independent measurements from

biological replicates. P-values were calculated by multiple two-tailed t-test (B,E) or two-tailed t-test (A,D), with adjustments for multiple comparisons.

Figure S6

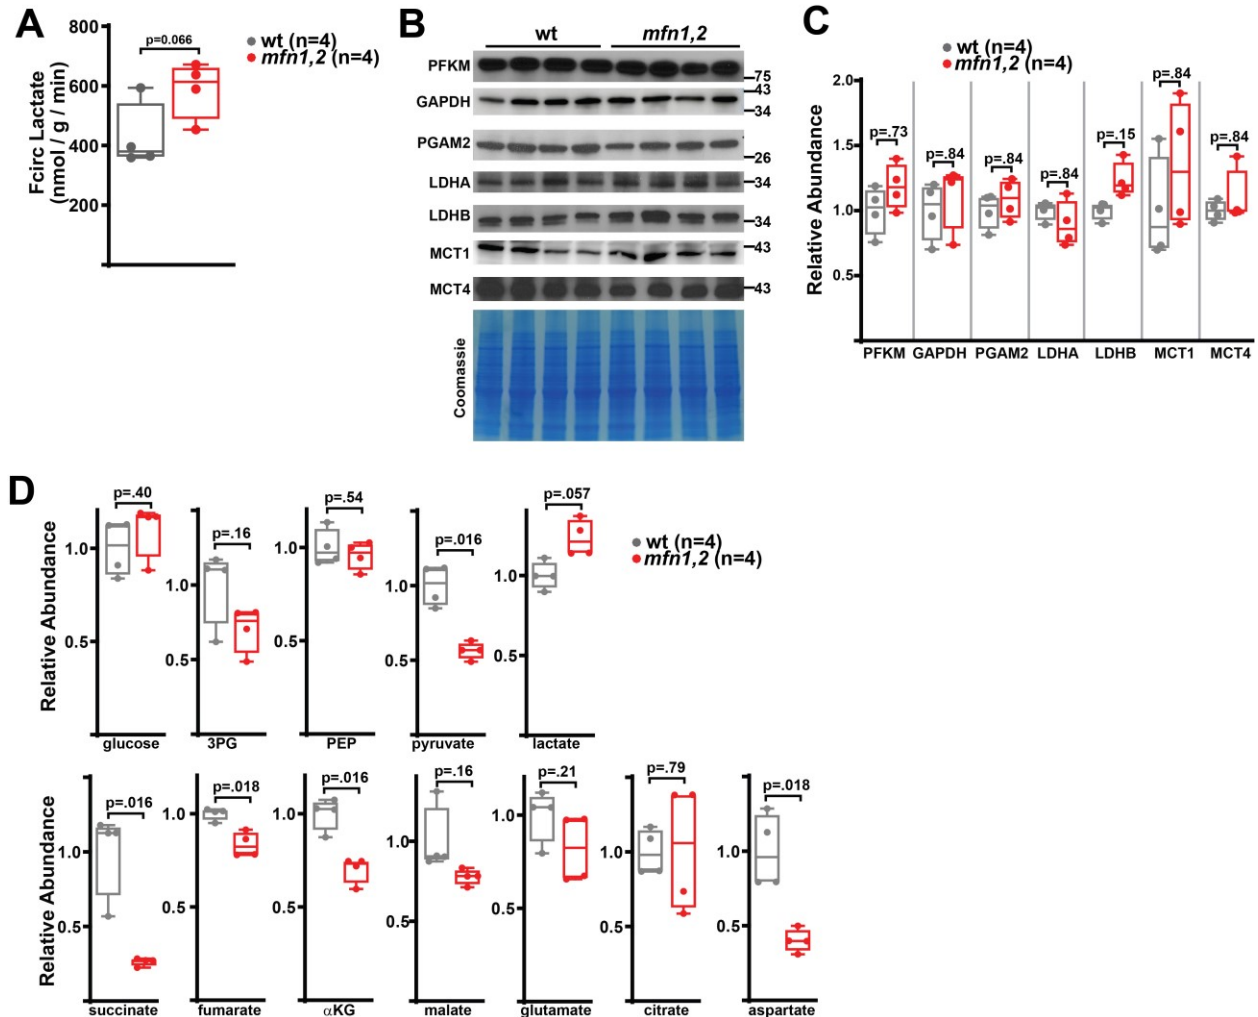

Fig. S6. Soleus muscle metabolism in wild-type and *mfn1,2* animals. **(A)** Circulatory turnover flux (Fcirc) for lactate in wild-type and *mfn1,2* animals, calculated as $R \cdot (1 - L) / L$ where R indicates the infusion rate, and L indicates the steady-state plasma enrichment. **(B)** Abundances of the indicated proteins from wild-type and *mfn1,2* soleus muscle assessed by western blot. Coomassie stained proteins are shown as a loading control, and relative abundances are normalized to Coomassie staining. MW markers are indicated in kD. **(C)** Quantitation of protein abundance, based on western blot data in panel B. **(D)** Relative steady-state abundance of the indicated glycolytic and TCA cycle metabolites in wild-type and *mfn1,2* soleus muscle. In all panels, wild-type data are

represented in gray, and *mfn1,2* data are represented in red. Box and whisker plots were plotted using the Tukey method. All data represent independent measurements from biological replicates. P-values were calculated by multiple two-tailed t-test (C,D) or two-tailed t-test (A), with adjustments for multiple comparisons.

Figure S7

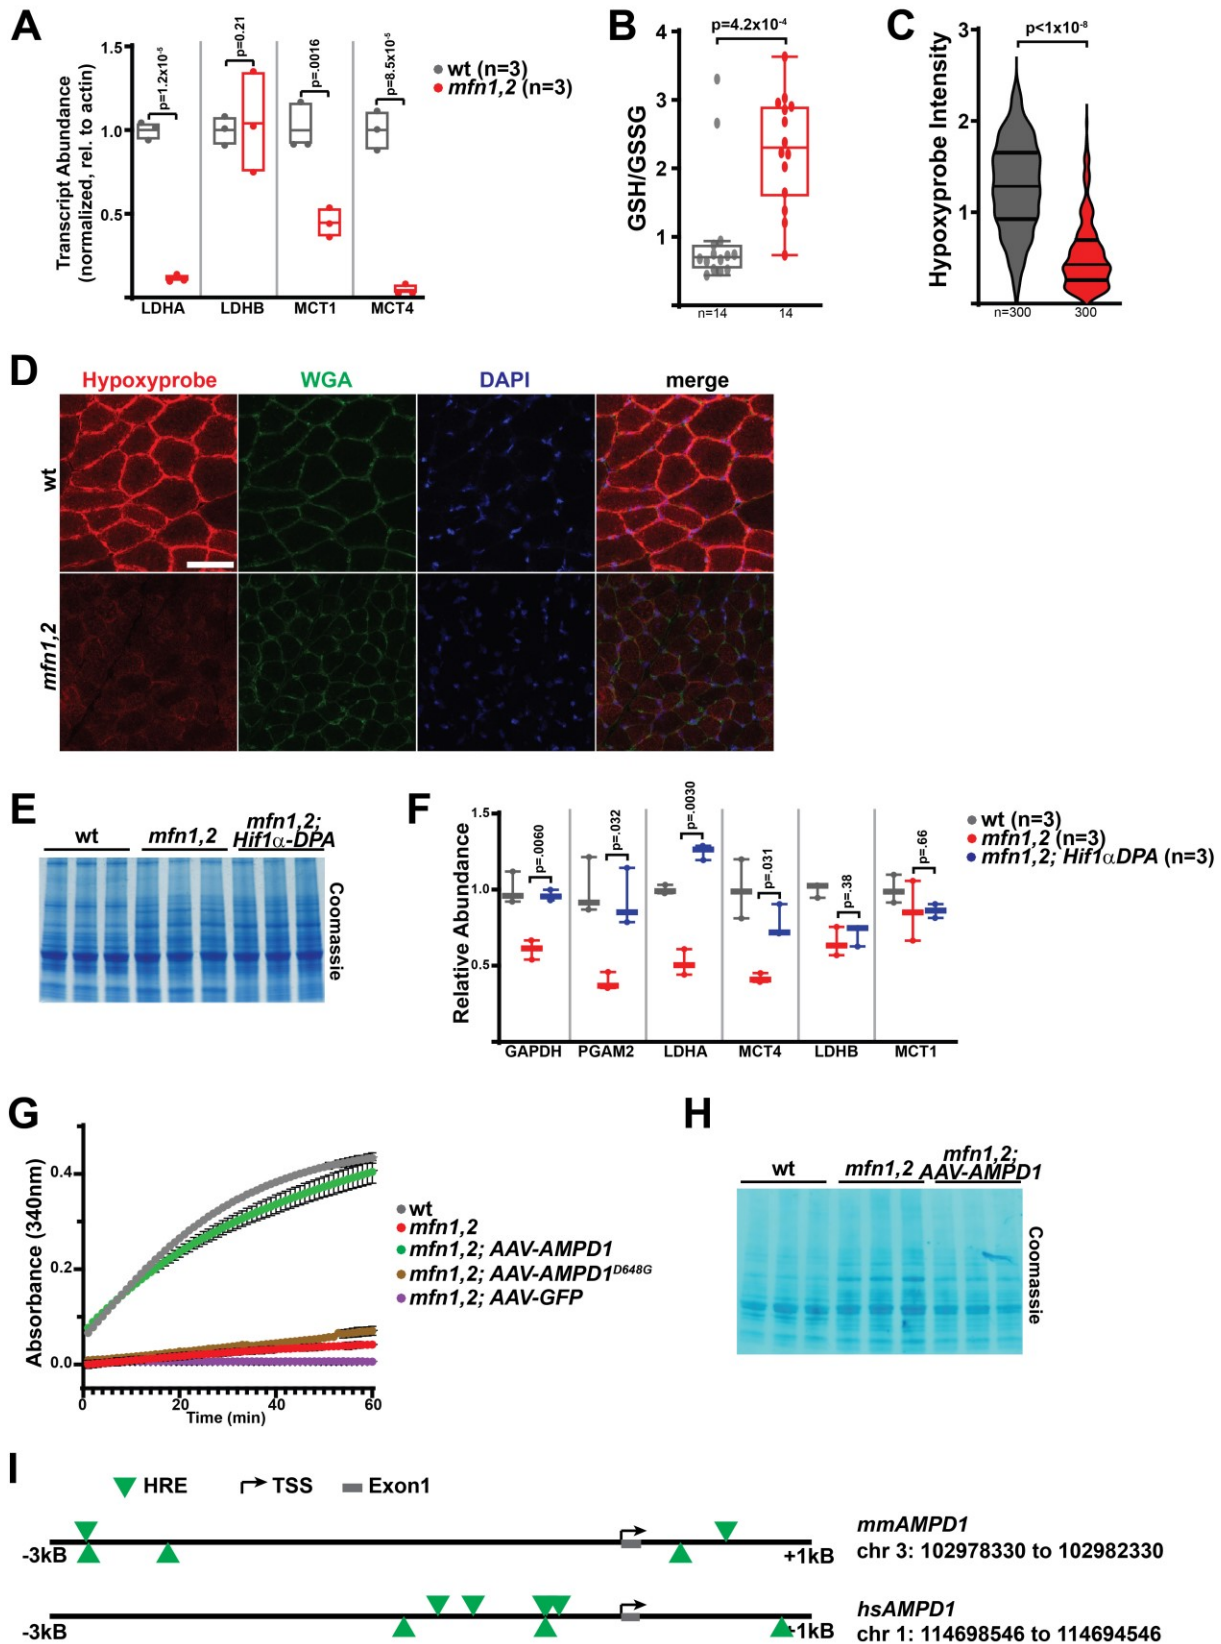

Fig. S7. Hif1 α and AMPD1 regulate metabolism in *mfn1,2* muscle. (A) Transcript abundance of the indicated genes from wt and *mfn1,2* TA muscle, as measured by qRT-PCR. **(B)** Relative ratios of GSH:GSSG in TA muscle tissue of the indicated genotypes. Same color scheme as A. **(C)** Hypoxyprobe intensity (based on reactivity of pimonidazole) was measured in 300 individual muscle fiber cross-sections from each of the indicated genotypes over three independent experiments. Same color scheme as A. **(D)** Representative cross-section images from wild-type and *mfn1,2* TA muscle, stained for pimonidazole adducts (Hypoxyprobe, red), muscle fiber boundaries (WGA, green) and nuclei (DAPI, blue). Scale bar; 50 μ m. **(E)** Coomassie stained blot as a loading control for western blots in Fig.8C, 9B. **(F)** Quantitation of western blots from Fig. 7C; relative abundances are normalized to Coomassie staining. **(G)** Representative AMP deaminase activity assay from muscle lysates of the indicated genotype. Product formation is monitored by Absorbance at 340 nm over time. **(H)** Coomassie stained blot as a loading control for western blots in Fig. 9G. **(I)** Analysis of murine (mm) and human (hs) AMPD1 promoters. Sequences from -3kb to +1kb of the transcriptional start site (TSS) were searched for hypoxia response element (HRE) sequences: RCGTG, where R represents A or G. The positions of each identified HRE is indicated. Box and whisker plots were plotted using the Tukey method. All data represent independent measurements from biological replicates. P-values were calculated by multiple two-tailed t-test (A,B), Mann-Whitney (C), or one-way ANOVA (F), with adjustments for multiple comparisons.

Figure S8

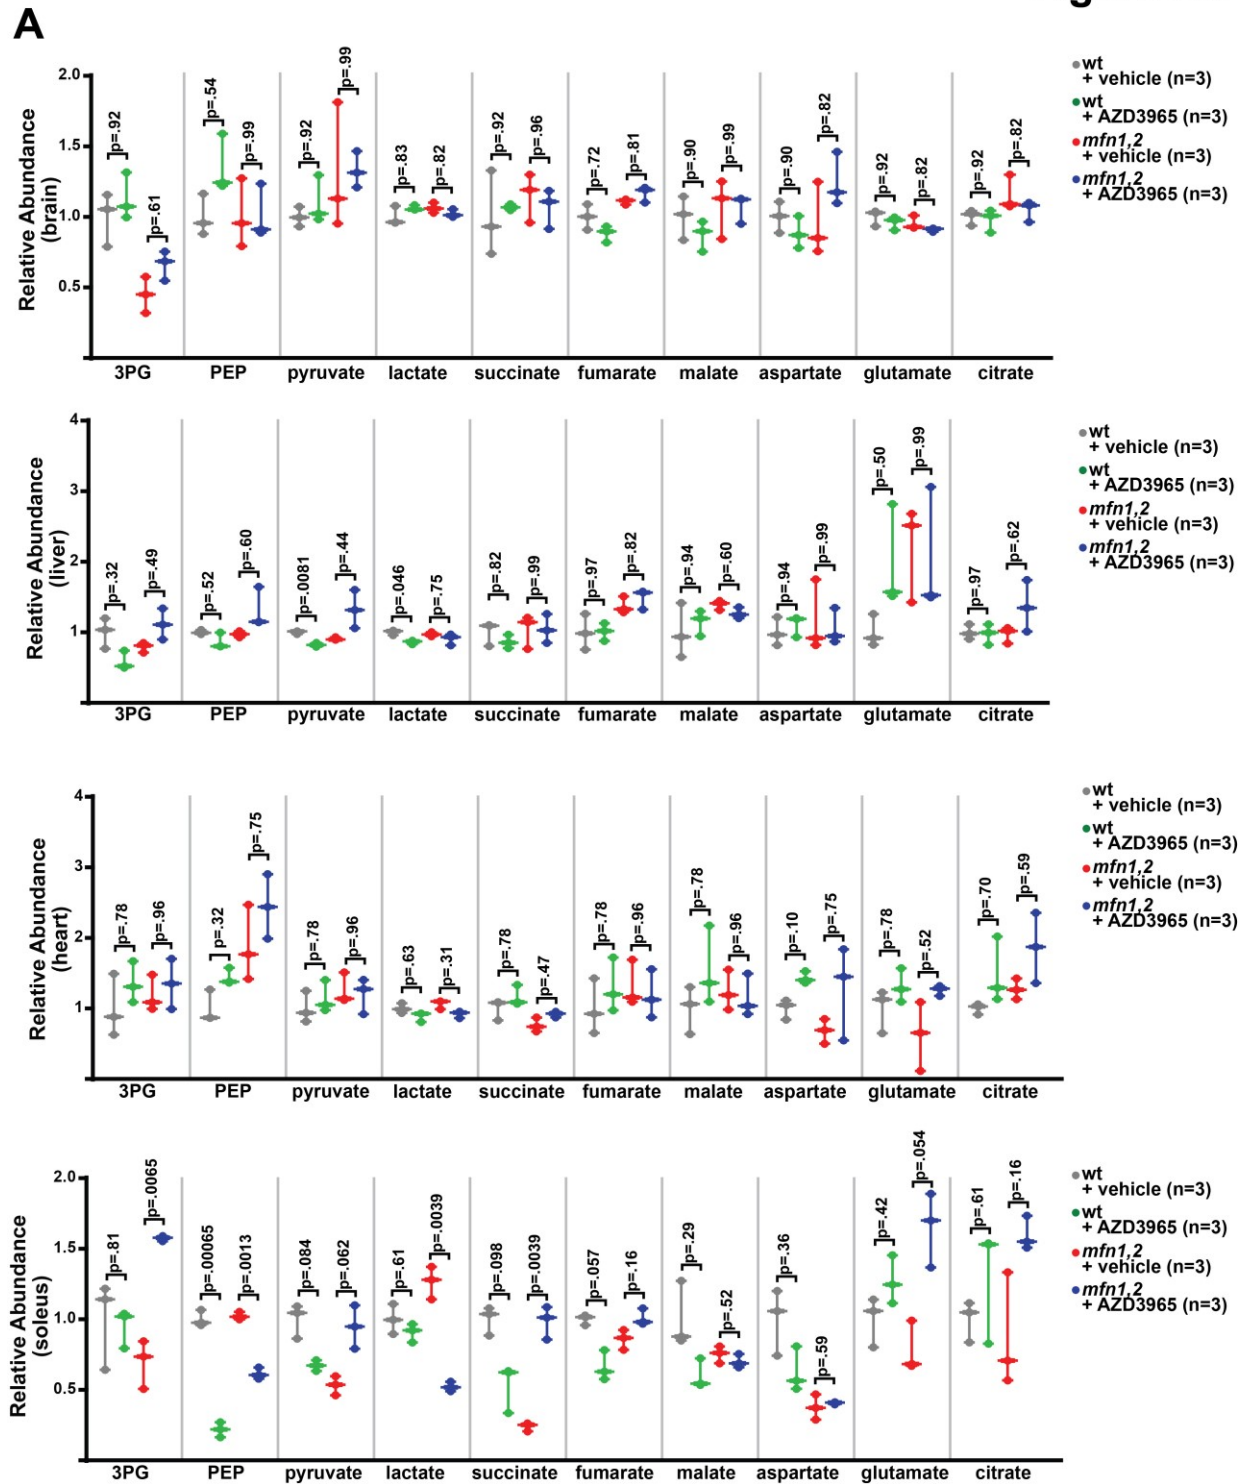

Fig. S8. Metabolic response to AZD3965 treatment in wild-type and *mfn1,2* animals.

(A) Relative steady-state abundance of the indicated metabolites in brain, liver, heart and soleus muscle of wild-type and *mfn1,2* animals treated with vehicle or AZD3965 for three

days. Box and whisker plots were plotted using the Tukey method. All data represent independent measurements from biological replicates. P-values were calculated by multiple two-tailed t-test (A) with adjustments for multiple comparisons.

Data S1.

Table S1: RNAseq and Proteomics Analysis of *mfn1,2* and wild-type muscle.

Data S2.

Table S2: Plasma and muscle metabolomics analysis for *mfn1,2* and wild-type animals.

Data S3.

Table S3: Analysis of proteomic and transcriptomic data from case-control studies of patient cohorts with infantile mitochondrial myopathy (TK2-deficiency and RIRCD).

How the deposited data were processed for this re-analysis (not part of the article)

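RNA sequencing of TA muscle from 14 wt and 14 *mfn1,2* mice was analysed, 1 library per mouse. The sample labels give ages of 4, 6, 8 and 10 weeks. The columns of the deposited table are named by genotype and numbered within it, without the ages and replicate numbers of the labels, so libraries were grouped by genotype alone. The fit set before the data were examined had age as a covariate. Equal values in the age-headed columns of Table S1 would give the ages, but a match by values was not taken as a label, and results by age that were looked at early in the work on this basis are not reported. The fit with genotype alone, listed beforehand as an alternative, is therefore the one reported. Differences between ages are not analysed here, and any spread due to age is part of the spread between replicates. The proteome, metabolome and patient data of the article were not analysed here.

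The authors prepared stranded total RNA libraries, and the submitters' processing notes name Trim Galore, HISAT2, featureCounts and DESeq2 without versions, and the mouse build mm9. The deposited values are a normalized expression signal per gene and library, called DESeq2-normalized by the authors. In the columns used, 100% of the values above 0 were not whole, and the lowest value of a gene fell with its exonic length in GENCODE release M21 (slope −1.02 on log-log axes over 262 genes at 0 in at least 8 libraries), as in FPKM or TPM. Which unit it is, the sources used here do not give. Whole reads were not recovered and depth is unknown, so no test on counts was run, and no interval or floor from counting is given. Precision rests on the 14 replicates per genotype. Genes are named by their symbols as deposited, and no coordinates are given. Columns left unused numbered 0. No 2 libraries were duplicates: over the genes above 0 in both, at most 0.00813% of the values of a pair were equal.

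Each library was divided by the median of its ratios to the geometric mean, over the 11693 genes above 0 in all 28 libraries. Choices described as made before the data were examined were made before the deposited table was opened, when part of Table S1, which holds values of the same libraries, and the heatmaps of figs. S1F, S2A and S7A had been seen. This scaling was chosen then, because in the first 1585 of the 12732 genes of Table S1, the part used here, the log2 ratios of the mean values lie a median of 0.60 above the authors' log2 fold changes (1248 genes with both means over 0.5). Genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) on log2(value + 0.1) for the 10819 of 12732 genes with a mean of at least 0.5. A gene counts as altered at a Bonferroni-adjusted p under 0.01 and an absolute log2 fold change over 1, and is said to rise or fall at a Benjamini-Hochberg adjusted p under 0.01 from limma. Gene lists of pathways, complexes and cell type markers, 47 in number, were written before the data were examined, of which 3 were taken from the study's own figures on these animals. The 45 with at least 2 measured members were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. Of these, 15 passed, 9 up and 6 down, and 3 of them also passed with an estimated correlation. Single values were compared with a 2-sided permutation test (100000 resamples). Figures were drawn with matplotlib 3.10.9, and other tables were made with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1.

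The steps were tested on simulated data with the means and spreads of the real genes and an offset between genotypes. Of 97 genes changed by a log2 fold change of 1.5, 89.7% were recovered as altered, and of 96 changed by 3, 100%. Among 10788 genes tested for *mfn1,2* against wt, 0 were falsely altered, with 3 false calls at the Benjamini-Hochberg threshold. The changed genes were few and set up and down in equal numbers, with noise independent between genes and an offset alike for all genes of a library. In the real data 3055 genes rose and 2696 fell, so the simulation cannot tell how the scaling performs under such broad changes. Genes named in the text were chosen by a rule written before the data were examined. The rule takes *Mfn1* and *Mfn2*, the genes the article names for RNA, the 10 largest rises and falls among altered genes with a mean of at least 5 and no overlap between genotypes, leaving out unnamed gene models, and up to 4 members per list with the largest changes plus the largest member going against them. Which of the genes that the rule allows are printed was chosen after their values were seen, as were the isoform pairs whose ratios are given. Alternatives were 4 other scalings, pseudocounts of 1 and 0.01, no filter and a minimum mean of 5, robust variance, other multiple testing, fold threshold and test, other set tests and clusterings, and leaving out each library in turn. Leaving out 5 libraries that stand apart in the clustering, 4 wt and 1 *mfn1,2*, and testing the serine and folate list without genes it shares with other lists were chosen after seeing the data.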

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

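The tests of the serine and folate list without the genes it shares with other lists were chosen after the result was seen, as were the genes given as examples. Of the lists not taken from the study's own figures, 2 passed camera with the preset and with an estimated correlation. The first holds *Atf4* and targets of this stress transcription factor that fig. S1F does not show. Of 25 measured, 21 rose and 0 fell (adjusted p = 2.98e-12 from camera, and 1.30e-04 with an estimated correlation). As deposited, 24 of 26 rose. Among them, *Nupr1*, a stress-induced nuclear protein, rose from 2.83 ± 2.04 to 55.0 ± 23.5, the amino acid transporter *Slc7a5* from 0.359 ± 0.153 to 8.54 ± 1.15, the cystine transporter *Slc7a11* from 0.089 ± 0.063 to 3.43 ± 1.03, and the folate enzyme *Aldh1l2* from 2.14 ± 0.779 to 30.6 ± 5.89 (SD, n = 14 each).

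The second list holds genes of serine synthesis and the folate cycle. Of 14 measured, 10 rose and 1 fell (adjusted p = 7.73e-05 from camera, and 0.00166 with an estimated correlation), and 13 rose as deposited. The list is not independent of the others: it shares *Phgdh*, *Psat1*, *Shmt2* and *Mthfd2* with fig. S1F and *Psph*, *Mthfd1l* and *Aldh1l2* with the first list. Without the genes of fig. S1F, 6 of the 10 left rose and 1 fell, and the list did not pass (adjusted p = 0.0267 from camera, and 0.103 with an estimated correlation). Without those of the first list too, 4 of 7 rose and 1 fell (0.292, and 0.372 with an estimated correlation), so the call was lost without the shared genes, with fewer members tested. With the list of fig. S1F, taken from the study's own figure on these animals, these are the 3 lists that passed with either correlation.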

How the results depend on the processing

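The tests without the 5 libraries that stand apart and of the serine and folate list without shared genes were chosen after the result was seen. Scaling decides most of what moved. In the values as deposited, 2500 genes were altered upward and 201 downward, at the same total 5107 and 110, and scaled to *Actb* 2452 and 151. The log2 fold change of *Mfn2* was then −0.019, 0.40 and 0.18, and that of *Hif1a* 0.62, 1.03 and 0.81. Log2 fold changes turned positive for *Slc2a4* 0.55, *Hk2* 0.54, *Gpi1* 0.55, *Pfkm* 0.0033, *Hk1* 0.49, *Fbp2* 0.20, *Pfkl* 0.41, *Epas1* 0.42, *Rpl3l* 0.20 and *Mrps21* 0.11 as deposited, for *Slc2a4* 0.97, *Hk2* 0.96, *Gpi1* 0.97, *Pfkm* 0.42, *Pgk1* 0.24, *Hk1* 0.89, *Fbp2* 0.61, *Pfkl* 0.79, *Epas1* 0.84, *Actb* 0.22, *Rpl3l* 0.62, *Emcn* 0.025, *Cdh5* 0.11, *C1qa* 0.035 and *Mrps21* 0.52 at the same total, and for *Slc2a4* 0.75, *Hk2* 0.74, *Gpi1* 0.75, *Pfkm* 0.20, *Pgk1* 0.024, *Hk1* 0.68, *Fbp2* 0.39, *Pfkl* 0.59, *Epas1* 0.61, *Rpl3l* 0.40 and *Mrps21* 0.30 scaled to *Actb*. The glycolytic Hif1α target list passed at an adjusted p of 5.02e-04 as deposited, 1.30e-04 at the same total, 0.00114 scaled to *Actb*, 4.78e-04 at a mean of at least 5, where fewer genes are tested, and 7.29e-12 with fry, which does not compare with other genes. The list of muscle glycolytic genes did not pass with an estimated correlation (adjusted p = 0.138). A pseudocount of 1 left 358 lower genes, a mean of at least 5 left 369 higher and 248 lower genes of fewer tested, and no fold threshold gave 1313 and 1115. Without the 5 libraries, 604 and 540 were altered and *Gpi1* was at 0.090. Leaving out each library in turn gave 617 to 678 higher and 524 to 588 lower genes, and *Hif1a* between −0.056 and 0.038, never past the threshold and above 0 without wt library 4, 9 or 10 or *mfn1,2* library 3, 4, 5 or 8. *Epas1* stayed between −0.26 and −0.18 and passed without wt library 8 (−0.26) or 9 (−0.26) or *mfn1,2* library 11 (−0.25). The denervation list passed without wt library 1, 8 or 9 or *mfn1,2* library 7 or 9 (adjusted p from 0.00823 to 0.00961), and the fibroblast list without wt library 3 (0.00939) or *mfn1,2* library 8 (0.00887). With no filter, the denervation (0.0037), atrophy (0.0062) and mitochondrial aminoacyl-tRNA synthetase (0.0062) lists passed. The 2 top clusters were the genotypes under each clustering run. Where no construction is named, the cause was not tested. Of 1636 further comparisons of single genes, lists, ratios and counts with their reported value, leave-one-out aside, 1471 were counted as kept. Of the rest, 60 fell below the threshold, 52 rose past it, 42 turned direction and 11 counts moved by over 1.5 times. A single gene was kept with the same direction and side of the threshold, but a list that passed in neither setting was kept whatever its direction. The total also holds comparisons that cannot differ, such as the 45 lists under robust variance, which camera does not use.

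No paired analysis was possible because the columns carry a running number within each genotype and not the ages and replicate numbers of the labels, and a match by values was not taken as a label. Not reported for this reason are the fit with age as a covariate, results at each age, the interaction of genotype and age, the comparison without the 10-week libraries and the fits with same-numbered animals as a block. Tests on recovered reads were not run either, as whole reads were not recovered. Depth is unknown, so what it limits cannot be given.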

Differences from the paper's values

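The test without the 5 libraries that stand apart was chosen after the result was seen, and all other settings were set before the data were examined. The paper reports 877 down-regulated genes, and 554 were lower here at the same thresholds (Bonferroni adjustment, as in the heading of Table S1), with limma on rescaled values. The counts were within 1.5 times of each other when scaled to the upper quartile (636), with no filter on low values (626), with Benjamini-Hochberg adjustment (711), with no fold threshold (1115) and without *mfn1,2* library 8 (588), and not within it under the other settings. For single genes, the paper's log2 fold changes are those of Table S1. A value was counted as different, or outside the error, when it lay more than 1 standard error of the reported fit from the paper's. For *Atf5* the paper's value is 2.98 and the value here 2.79, and for *Aldoa* −1.31 and −3.06. For *Ampd1* they are −2.47 and −2.24, and for *Adig* 5.79 and 6.91. These 4 differed under each setting by that rule. The paper's values for *Atf5* and *Ampd1* still lie inside the 95% confidence intervals of the reported fit, 2.49 to 3.09 and −2.473 to −2.016. *Adig* is listed at 0 in 12 of 14 wt libraries, so its fold here depends on the pseudocount, with 3.92 at a pseudocount of 1 and 9.80 at 0.01, on either side of the paper's value. For *Actn3* the paper's value is −3.62 and the value here −4.72, which came within the error when scaled to the same total (−3.67) or to *Actb* (−3.89) and under no other setting. For *Actb* the paper's value is −0.65 and the value here −0.83, with a 95% confidence interval of −1.17 to −0.50 that holds the paper's value. By the rule of 1 standard error, *Actb* differed under each setting that can give it, apart from leaving out wt library 6, 8, 9 or 13 or *mfn1,2* library 3, 7, 11 or 14 in turn (−0.81 to −0.72). Without the 5 libraries together it was −0.57, also within the error. That setting, chosen after seeing the values, brought none of the other 5 genes nor the count to the paper's value.

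The paper names HK1, PFKFB4 and PGAM1 among the isoforms that were up-regulated, from both transcripts and proteins (fig. S2A). Only transcripts are compared here, as the proteome was not analysed. Their transcripts did not pass the test here, with log2 fold changes of −0.12, 0.16 and 0.15. They passed upward as deposited (0.49, 0.78 and 0.75), at the same total (0.89, 1.19 and 1.14) and scaled to *Actb* (0.68, 0.98 and 0.95), and *Pgam1* also without the 5 libraries (0.37, adjusted p = 5.15e-04 from limma), chosen after seeing the data, where *Hk1* and *Pfkfb4* still did not pass. The other 5 isoforms it names rose here. The paper describes the 4 regulators of phosphofructokinase as mostly without change, again from transcripts and proteins. Here the transcripts of *Pfkfb1* (−1.15) and *Pfkfb3* (−2.05) fell and that of *Pfkfb2* (1.69) rose. For targets of Hif1α, which the paper finds down-regulated by gene set enrichment, the list of glycolytic targets used here was lower but did not pass (adjusted p = 0.014 from camera, and 0.182 with an estimated correlation). It passed as deposited (5.02e-04), at the same total (1.30e-04), scaled to *Actb* (0.00114), over genes with a mean of at least 5 (4.78e-04) and with fry. The list of 26 other targets did not pass (0.38, and 0.547 with an estimated correlation), nor as deposited (0.273), at the same total (0.239), scaled to *Actb* (0.114), over genes with a mean of at least 5 (0.0889) or with fry's test of a common direction (0.306). In fig. S7A, by RT-qPCR relative to actin, the paper shows MCT1 transcripts as lower and those of LDHB as alike in both genotypes. In the sequencing data, *Slc16a1* (MCT1) and *Ldhb* rose by 1.05 and 2.39 on the log2 scale, and by 1.87 and 3.22 when scaled to *Actb*, while *Ldha* and *Slc16a3* (MCT4) fell, as in that figure.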

Other observations

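The test without the 5 libraries that stand apart and the comparison of cell type lists with each other were chosen after the result was seen, as were the genes given as examples, and the tests of the total were set when the lower share of mitochondrial RNA and the offset between genotypes were already known. RNA encoded by the mitochondrial genome was lower in *mfn1,2* muscle. All 8 measured messenger RNAs fell under each scaling and adjusted over the list alone (adjusted p = 3.01e-10 from camera, and 0.0925 with an estimated correlation). *mt-Nd3*, a subunit of complex I, fell from 3335 ± 1029 to 316 ± 82.5 (SD, n = 14 each; log2 fold change −3.38), and *mt-Nd1* from 11397 ± 2632 to 1490.4 ± 389 (log2 fold change −2.94). Of the ribosomal RNAs of mitochondria, *mt-Rnr2* had a log2 fold change of −2.47 and *mt-Rnr1* of −1.38, of which the second lost its call as deposited (−0.74), at the same total (−0.32) and scaled to *Actb* (−0.55) and was at −2.17 without the 5 libraries. Genes of the sarcomere and of fast fibers fell relative to other genes. By immunostaining, the paper saw no notable change in fiber types (Fig. 2, E and F), and transcript levels do not count fibers. Of 23 sarcomere genes, 2 rose and 16 fell (adjusted p = 9.02e-06 from camera, and 0.144 with an estimated correlation); by scaling, 6 rose and 8 fell as deposited, 8 and 5 at the same total, and 5 and 5 scaled to *Actb*. *Myoz3*, a protein of the Z disc in fast fibers, had a log2 fold change of −5.18, and *Myom3*, a protein of the M band, rose by 2.35. Of 13 fast-fiber genes, 1 rose and 9 fell (adjusted p = 0.00139 from camera, and 0.297 with an estimated correlation), whereas 4 rose and 6 fell as deposited, 5 and 5 at the same total, and 2 and 5 scaled to *Actb*. *Mybpc2*, the fast myosin-binding protein C, fell from 603 ± 139.8 to 57.8 ± 57.2 and the calcium store protein *Casq1* from 1129 ± 356 to 205 ± 154 (SD, n = 14 each), while the myosin *Myh1* rose by 0.62, a call lost without the 5 libraries (0.25) and, leaving out 1 library at a time, without wt library 5, 6, 8, 9 or 13 or *mfn1,2* library 4 or 11 (0.52 to 0.60). Of slow-fiber genes, 7 of 12 rose and 1 fell (adjusted p = 0.0953 from camera, and 0.547 with an estimated correlation), with the troponins *Tnnt1* and *Tnnc1* at log2 fold changes of 2.73 and 2.55, and 10 rose and 1 fell as deposited, 11 and 0 at the same total, and 10 and 0 scaled to *Actb*. Of genes known to rise after denervation or in regeneration, 10 of 15 rose and 3 fell, a list that did not pass (adjusted p = 0.0116 from camera, and 0.273 with an estimated correlation) but passed scaled to the upper quartile (0.00665), with no filter (0.0037) and without the 5 libraries (0.00839). The perinatal myosin *Myh8* rose to 208 to 495 in *mfn1,2* libraries, against 0 to 252 in wt libraries, of which 4 are listed at 0. The acetylcholine receptor subunit *Chrnd* rose from 0.409 ± 0.222 to 5.13 ± 2.11 and the synaptic kinase *Musk* from 2.59 ± 0.959 to 22.3 ± 5.28 (SD, n = 14 each), while the fetal and cardiac actin *Actc1* had a log2 fold change of −3.06. These 4 kept their direction and call under each scaling.

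Antioxidant genes, many of them targets of the transcription factor NRF2, were higher in *mfn1,2* muscle: 15 of 19 rose and 2 fell (adjusted p = 7.23e-05 from camera, and 0.144 with an estimated correlation; 0.0156 over genes with a mean of at least 5), and 16 rose and 0 fell as deposited, 19 and 0 at the same total, and 16 and 0 scaled to *Actb*. *Nqo1*, a quinone reductase, rose from 2.04 ± 0.951 to 11.2 ± 3.79 (SD, n = 14 each), and the mitochondrial superoxide dismutase *Sod2* was among those that fell (−0.44). Of purine nucleotide cycle genes, 0 of 7 rose and 4 fell, also adjusted over the list alone (adjusted p = 0.0207 from camera, and 0.0925 with an estimated correlation), while 1 rose and 1 fell as deposited, 4 and 1 at the same total, and 1 and 1 scaled to *Actb*. *Ampd1*, the muscle AMP deaminase, fell from 74.1 ± 14.5 to 15.6 ± 3.61 and did so under each scaling. Of the subunits of AMPK, 2 of 7 rose and 4 fell (adjusted p = 0.178 from camera, and 0.273 with an estimated correlation), while 3 rose and 1 fell as deposited, 5 and 1 at the same total, and 3 and 1 scaled to *Actb*. *Prkag3*, the gamma subunit of fast glycolytic muscle, fell from 21.3 ± 6.23 to 1.8 ± 0.533 (SD, n = 14 each) and did so under each scaling, and *Prkag2* had a log2 fold change of −1.36 that did not pass as deposited (−0.75), at the same total (−0.35) or scaled to *Actb* (−0.56). Of genes induced by interferon, 1 of 14 rose and 10 fell, with 1 and 11 adjusted over the list alone (adjusted p = 0.00388 from camera, and 0.273 with an estimated correlation), but 1 rose and 4 fell as deposited, 2 and 0 at the same total, and 1 and 0 scaled to *Actb*. *S100a8*, the only one of the neutrophil markers with a mean of at least 0.5, is listed at 0 in 13 of 14 wt libraries and was at 4.81 ± 3.25 (SD, n = 14) in *mfn1,2* muscle. Of genes of muscle atrophy, 10 of 17 rose and 0 fell, a list that did not pass (adjusted p = 0.014 from camera, and 0.273 with an estimated correlation) but passed with no filter (0.0062), and 15 rose and 0 fell as deposited, 17 and 0 at the same total, and 15 and 0 scaled to *Actb*.

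Further lists did not pass camera. Of mitochondrial import genes, 8 of 20 rose and 0 fell, of mitochondrial aminoacyl-tRNA synthetases 9 of 17 rose and 0 fell, of genes of mtDNA maintenance 5 of 14 rose and 0 fell, and of the pentose phosphate pathway 5 of 9 rose and 2 fell. As deposited, 20, 16, 14 and 6 of them rose and none fell. Of genes of excitation-contraction coupling, 4 of 16 rose and 9 fell, of mitochondrial dynamics and mitophagy 3 of 17 rose and 6 fell, of the Hif pathway 1 of 8 rose and 2 fell, of the circadian clock 2 of 13 rose and 5 fell, and of immediate early genes 0 of 9 rose and 4 fell. As deposited, these counts were 6 and 5, 13 and 1, 7 and 0, 4 and 2, and 2 and 2, with the first list passing at 0.00324 and the last at 0.00631. Both also passed at the same total (0.00408 and 0.00381) and scaled to *Actb* (0.00337 and 0.00341), the mitochondrial aminoacyl-tRNA synthetases passed with no filter (0.0062), and the tendon markers at the same total (0.0022). With an estimated correlation, run only with the reported scaling and filter, none of these 4 passed (adjusted p = 0.273 for excitation-contraction coupling, 0.372 for immediate early genes, 0.144 for the synthetases and 0.701 for tendon). Of markers of other cells, 1 of 8 rose and 4 fell for smooth muscle, 2 of 5 rose and 2 fell for satellite cells, 1 of 6 rose and 0 fell for Schwann cells, 0 of 6 rose and 0 fell for adipocytes (1 at an unadjusted p under 0.05 from limma), 0 of 5 rose and 0 fell for red blood cells (0 at an unadjusted p under 0.05), 0 of 7 rose and 1 fell for tendon and 1 of 5 rose and 2 fell for noncoding RNAs used as signs of RNA quality, and the 10 genes of the lymphocyte list were not analysed here, while *Ighm*, a B lymphocyte gene outside that list, fell by 6.33 on the log2 scale. As deposited, the rises in this order numbered 2, 3, 3, 2, 0, 0 and 2. With fry, which does not compare a list with other genes, the lists of this paragraph passed except those of mitochondrial dynamics and mitophagy, the circadian clock, satellite cells, Schwann cells, adipocytes, red blood cells and tendon, and so did the lists of glycogen metabolism, the purine nucleotide cycle, AMPK, slow fibers, denervation, atrophy, fibroblasts and macrophages.

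Most genes have higher deposited values in *mfn1,2* muscle, with a median log2 fold change of 0.64 over the tested genes, and of 1.04 when libraries are scaled to the same total. A total without the 20 most abundant genes not encoded in mitochondria gave a median of 1.16, above the bound set against such genes. That total still holds the mitochondrial RNA, whose share differs between genotypes, so it cannot decide whether other abundant genes contribute. A total without the 19 genes encoded in mitochondria gave 0.164. This value is above the bound set for mitochondrial RNA as the explanation and below the bound set against it. As a hypothesis, the lower share of mitochondrial RNA may account for most of the offset, and it cannot be told apart from a rise in the RNA of other genes, because RNA per fiber was not measured.

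Single markers of fibroblasts, endothelial cells and macrophages, in 3 lists that share no gene, fell relative to other genes in *mfn1,2* muscle, among them *Col3a1* from 98.4 ± 55.7 to 47.9 ± 38.4, *Cdh5* from 23.7 ± 5.8 to 12.2 ± 2.18 and *Cd74* from 12.0 ± 7.08 to 4.93 ± 2.09 (SD, n = 14 each), and none of the members fell in the values as deposited. Against other genes, the endothelial list passed camera (adjusted p = 0.00467) but not as deposited (0.0314), at the same total (0.114), scaled to *Actb* (0.0324) or over genes with a mean of at least 5 (0.0185), the fibroblast (0.0156) and macrophage (0.0207) lists did not pass but did as deposited (6.25e-04 and 8.57e-04), at the same total (1.96e-04 and 4.69e-04) and scaled to *Actb* (6.75e-04 and 0.00222), and none passed with an estimated correlation (0.189, 0.447 and 0.377). Tissue around the muscle in a few wt libraries is argued against as the whole source, since the median log2 fold change of the fibroblast list was −0.87 without the 5 libraries that stand apart and −0.91 with them. A lower share of every cell type other than fibers, which more RNA from fibers would also give, cannot be told apart from a lower share of these 3 types or lower expression within them, which were not tested. Over 9 cell type lists, the differences in mean log2 value between genotypes ran from −0.82 for fibroblasts to 0.51 for adipocytes and were not alike (p = 0.0105, permutation test), nor without any 1 of the other 8 lists (p from 0.00549 to 0.0225), but p was 0.0802 without the adipocyte list, of which no member passed limma's test and 4 of 6 have means below 1 in both genotypes, and the condition that the result hold without any 1 list, which leaves this open, was set after these p values were seen.

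The libraries were split into 14 against 14 at random, for 100 splits with the real one included. Of these, 1 gave as many altered genes as the genotypes, the smallest share that 100 splits can give. The genotypes gave 1205 altered genes and the other splits at most 13. For the number of gene lists passing camera, 10 of 100 splits gave as many, with 15 for the genotypes and at most 19 for the other splits. Chance is not excluded by this for the number of lists. The splits were not balanced for genotype, so an uneven split carries part of the genotype difference. A split that mixes the genotypes puts that difference into the spread within its groups, which lowers its count of altered genes. Their counts of genes and of lists therefore do not measure chance alone, and the test cannot decide the question for the lists.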
